# Network analysis of psoriasis reveals biological pathways and roles for coding and long non-coding RNAs

**DOI:** 10.1186/s12864-016-3188-y

**Published:** 2016-10-28

**Authors:** Richard Ahn, Rashmi Gupta, Kevin Lai, Nitin Chopra, Sarah T. Arron, Wilson Liao

**Keywords:** Psoriasis, Gene expression, RNA-seq, Long non-coding RNA (lncRNA), Weighted gene coexpression network analysis (WGCNA)

## Abstract

**Background:**

Psoriasis is an immune-mediated, inflammatory disorder of the skin characterized by chronic inflammation and hyperproliferation of the epidermis. Differential expression analysis of microarray or RNA-seq data have shown that thousands of coding and non-coding genes are differentially expressed between psoriatic and healthy control skin. However, differential expression analysis may fail to detect perturbations in gene coexpression networks. Sensitive detection of such networks may provide additional insight into important disease-associated pathways. In this study, we applied weighted gene coexpression network analysis (WGCNA) on RNA-seq data from psoriasis patients and healthy controls.

**Results:**

RNA-seq was performed on skin samples from 18 psoriasis patients (pre-treatment and post-treatment with the TNF-α inhibitor adalimumab) and 16 healthy controls, generating an average of 52.3 million 100-bp paired-end reads per sample. Using WGCNA, we identified 3 network modules that were significantly correlated with psoriasis and 6 network modules significantly correlated with biologic treatment, with only 16 % of the psoriasis-associated and 5 % of the treatment-associated coexpressed genes being identified by differential expression analysis. In a majority of these correlated modules, more than 50 % of coexpressed genes were long non-coding RNAs (lncRNA). Enrichment analysis of these correlated modules revealed that short-chain fatty acid metabolism and olfactory signaling are amongst the top pathways enriched for in modules associated with psoriasis, while regulation of leukocyte mediated cytotoxicity and regulation of cell killing are amongst the top pathways enriched for in modules associated with biologic treatment. A putative autoantigen, LL37, was coexpressed in the module most correlated with psoriasis.

**Conclusions:**

This study has identified several networks of coding and non-coding genes associated with psoriasis and biologic drug treatment, including networks enriched for short-chain fatty acid metabolism and olfactory receptor activity, pathways that were not previously identified through differential expression analysis and may be dysregulated in psoriatic skin. As these networks are comprised mostly of non-coding genes, it is likely that non-coding genes play critical roles in the regulation of pathways involved in the pathogenesis of psoriasis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3188-y) contains supplementary material, which is available to authorized users.

## Background

Psoriasis is an immune-mediated, inflammatory disorder of the skin, is characterized by chronic inflammation and subsequent hyper proliferation of the epidermis that results in silvery scales and a thickening of the skin. In the past decade, microarray-based differential expression studies have shown that hundreds of genes that are differentially expressed between psoriatic and healthy control skin [1–4]. More recently, RNA-seq-based differential expression studies, including a study by Li et al. [5], have dramatically increased the number of differentially expressed genes (DEGs) found between psoriatic and healthy skin, with the number of known DEGs in the thousands.

However, while differential expression analyses have successfully revealed transcriptomic signatures comprised of many individual DEGs, differential expression analysis may fail to detect important biological pathways or gene-gene interactions associated with disease due to a focus on the effect of individual genes rather than on the effect of networks of genes. Gene coexpression network analysis methods were developed to understand the relationship between pairs of genes and ultimately, gene networks or modules that are associated with a distinct biological function. Unweighted gene coexpression methods constructed these networks using pairwise correlations [6], Bayesian graphical models [7], or linear regression [8]. Weighted gene coexpression network analysis (WGCNA) [9] builds upon these previous unweighted methods by implementing a correlation-based soft-thresholding weight that prioritizes the strongest pairwise correlations and penalizes weaker ones and complements differential expression analysis by testing for association between a disease and networks of correlated genes. Unlike methods such as Gene Set Enrichment Analysis [10], the WGCNA framework is based on the rationale that gene networks can be constructed with gene correlation matrices alone, without prior network or pathway information that can introduce bias. Furthermore, WGCNA offers a way to prioritize the most important genes in a given network by calculating a measure of connectivity for each gene which is based on the number of correlations between each gene and all other genes in the network. A WGCNA-based screen reached a higher validation rate than a differential expression analysis based approach in identifying a biomarker for glioblastoma [11]. WGCNA has also been successfully applied in screening for disease-associated pathways, molecular targets, and candidate genes in chronic fatigue syndrome [12], Sjögren’s Syndrome [13], coronary heart disease [14], and inflammatory bowel disease [15].

Although WGCNA has been used to identify networks of coding genes associated with psoriasis [5, 16], WGCNA has not been used to identify networks of coding genes and long non-coding RNAs (lncRNAs). Therefore, we applied WGCNA to coding genes and lncRNAs sequenced by RNA-seq on lesional skin samples from psoriasis patients before (PP) and after treatment (PT) with a TNF-α inhibitor, adalimumab, and on healthy control skin (NN). Here we report the identification of novel networks of coding genes and lncRNAs associated with psoriasis and response to therapy and show that WGCNA uncovers additional biological pathways compared to differential expression analysis alone.

## Methods

### RNA-seq and differential expression of coding genes and lncRNAs in lesional psoriatic skin tissue

18 adult subjects with chronic plaque psoriasis were recruited from the University of California San Francisco (UCSF) Dermatology Department. A board certified dermatologist confirmed the diagnosis of psoriasis. The participants were required to have affected body surface area > 10 % and to not already be on systemic medications for their psoriasis. Among the 18 subjects, 4 were female, the mean age was 39.2 years (s.d. = 9.7 years), and the mean body mass index was 28.9 (s.d. = 6.2). Five millimeter punch biopsies were taken from the edge of a psoriatic plaque of each patient. Two skin biopsies were taken from each participant, the first prior to the initiation of adalimumab and the second one month after starting treatment. The mean Psoriasis Area and Severity Index (PASI) score prior to treatment was 14.6 (s.d. = 3.6) and after one month of adalimumab treatment was 7.0 (s.d. = 3.9), with a mean improvement of the PASI of 53.1 %. Sixteen normal skin samples were obtained from healthy control surgical discard specimens.

We prepared cDNA libraries from ribosome-depleted RNA extracted from skin biopsies of 18 psoriatic patients and 16 healthy controls that were sequenced on the Illumina HiSeq 2000 platform, which yielded an average of 52.3 million 100-bp paired-end reads per sample. Sequenced reads were aligned to the hg19/GRCh37 human reference genome using TopHat2 [17]. Gene annotations for 23 K coding genes and 67 K lncRNAs (including lincRNAs) were obtained from RefSeq [18] and Hangauer et al.’s dataset S3 [19], respectively. We used CuffDiff [20] to test for differential expression.

### Weighted gene coexpression network analysis

After expression values were normalized to the number of reads per kilobase per million reads, QC was performed on the matrix of normalized expression values to remove any transcripts with either zero variance or a missing value and remove samples that were outliers in an initial unsupervised hierarchical clustering analysis (9303 genes, 3 control samples). After QC, a weighted adjacency matrix was created, defined as, *A*_*ij*_ *= (|cor* ^*^ *(x*_*i,*_ *x*_*j*_ *)|* ^*β*^, where *x*_*i*_ and *x*_*j*_ are the *i-th* and *j-th* genes, respectively. The soft thresholding power parameter, *β*, was set to 6 after a sensitivity analysis of scale-free topology was performed. This weighted adjacency matrix was used to generate a topological overlap matrix (TOM) and dendrogram. A dynamic hybrid branch cutting method was implemented on the resulting TOM-based dendrogram to identify module eigengenes (ME). MEs are the first principal components for each gene expression module after a singular value decomposition is performed on the TOM. A cut height of 0.2 was set to merge MEs that have a correlation of 0.8 or greater. A phenotypic trait-based gene significance measure was defined as *GS*_*i*_ *= −*log_10_(p_|cor*(xi,t)|_), where *x*_*i*_ is the *i-th* gene and *t* is the binary indicator variable for psoriasis case status (or treatment status). An ME significance was defined as *MES*_*i*_ *= |cor* ^*^ *(ME*_*j*_ *,t)|*, where *ME*_*j*_ is the *j-th* ME. Module membership, MM, for the *i-th* gene was defined as, MM *= |cor* ^*^ *(x*_*i*_ *,ME)|.*

^*^Unless otherwise specified, ‘cor’ refers to Pearson correlation.

### Pathway analysis

We uploaded lists of DEGs and lists of genes from the significantly correlated modules between NN and PP and between PP and PT to the Illumina NextBio Research platform for GO term enrichments and Broad MSigDB Canonical Pathways enrichment. DAVID (https://david.ncifcrf.gov) was used to find KEGG pathway enrichments.

## Results

### Network analysis of coding genes and lncRNAs in healthy and psoriatic skin

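Skin from healthy people (NN), lesional skin of patients with psoriasis (PP) and lesional skin of the same patients after 1 month of adalimumab (PT) was sequenced as RNA. Adalimumab is an antibody that blocks TNF-α. The 16 NN, 18 PP and 18 PT libraries each come from a separate person within their group, so every SD below is a spread between people. The NN samples are skin discarded at surgery. Each deposited library gives 1 FPKM value, computed by the authors with Cufflinks, for each of 23502 RefSeq symbols and 65001 lncRNA IDs that were kept here. The 155 rows for Y-linked genes, XIST and TSIX were set aside before any test. Differences between groups were fitted with limma on log2(FPKM + 0.1) for transcripts with a mean of at least 0.1 FPKM, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene groups were listed before the values were examined and were tested with camera at a preset correlation of 0.01 and again with a correlation estimated from the data. FPKM is already scaled by library and transcript length, and the files hold no read counts. The relative depth of each library was therefore estimated from transcripts above 0 in few libraries, as the most common ratio of their values between libraries. It ranged from 0.712 to 1.31 in NN, from 0.387 to 1.83 in PP and from 0.796 to 1.55 in PT.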

We analyzed RNA-seq data from 18 psoriatic patients and 16 healthy controls previously described in Gupta et al. [21]. Traditional differential expression analysis in PPvNN revealed that 5328 genes were differentially expressed (FDR ≤ 0.05), including 4357 coding genes and 971 lncRNAs (Additional file 1). 

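Among the larger changes in lesional psoriatic skin were gains of DEFB4A, S100A12 and SERPINB4 and losses of AWAT2 and AADACL3. DEFB4A, which encodes the antimicrobial peptide beta-defensin 2, lies on chromosome 8 of GRCh37 from 7752199 to 7754238. Its FPKM was 7.82 ± 18.5 (SD, n = 16) in NN and 754 ± 495 (SD, n = 18) in PP, a log2 fold change of 8.22 (standard error 0.74, adjusted p = 4.7e-10 from limma). S100A12, a calcium-binding protein of neutrophils and inflamed keratinocytes, went from 5.89 ± 6.72 to 144 ± 60.0, a log2 fold change of 5.17 (standard error 0.43, adjusted p = 1.3e-10 from the same test). SERPINB4, a protease inhibitor of the epidermis, had 97.47 ± 155 in NN and 2308 ± 1396 in PP, a log2 fold change of 5.10 (standard error 0.47, adjusted p = 7.7e-10 from limma). At the other end, the wax ester synthase AWAT2 had 98.9 ± 85.9 in NN and 0.264 ± 0.305 in PP, a log2 fold change of -7.26 (standard error 0.64, adjusted p = 3.8e-10 from limma). AADACL3 encodes a predicted lipid esterase. Its FPKM was 173 ± 146 in NN and 0.287 ± 0.330 in PP, a log2 fold change of -7.95 (standard error 0.68, adjusted p = 1.9e-10 from the same test). Of 69024 transcripts tested in PPvNN, 15940 passed the threshold, 5454 higher and 10486 lower in PP. RefSeq symbols, taken here as the paper's coding genes, made up 7198 of these (3057 higher, 4141 lower), and lncRNAs 8742 (2397 higher, 6345 lower). The balance depends on the filter and on a few libraries. With a filter at a mean FPKM of at least 1 the split was 5412 higher and 4701 lower (3082 and 3292 for RefSeq symbols, 2330 and 1409 for lncRNAs). Without the 5 libraries with the most transcripts above 0 and the shallowest library, 2255 lncRNAs were higher and 3301 lower.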

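On the side of loss, the most changed long non-coding RNA fell as far as the coding genes that fell most. The lncRNA TRHDE-AS1, antisense to the peptidase gene TRHDE, had an FPKM of 4.63 ± 3.20 in NN and 0.758 ± 0.378 in PP, a log2 fold change of -2.16 (standard error 0.33, adjusted p = 7.7e-06 from limma). CYP4Z2P, a cytochrome P450 pseudogene, had 0.316 ± 0.222 in NN and 2.00 ± 2.26 in PP, a log2 fold change of 1.78 (standard error 0.45, adjusted p = 0.0036 from limma). HINT1 went from 184 ± 57.2 to 252 ± 37.7, a log2 fold change of 0.53 (standard error 0.14, adjusted p = 0.0053 from limma). RPSAP58, a ribosomal protein pseudogene, went from 280.1 ± 84.2 to 497 ± 194, a log2 fold change of 0.81 (standard error 0.16, adjusted p = 3.5e-04 from limma). The transcript ENSG00000250411.1, for which the files give no name, had the lowest log2 fold change of any lncRNA, -8.28 (standard error 1.21, adjusted p = 3.4e-06), and FPKM1_group_3643_transcript_2_1 had one of 5.65 (standard error 0.65, adjusted p = 4.8e-08), both from limma.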

In PPvPT, 2657 genes were differentially expressed (FDR ≤ 0.05), including 2500 coding genes and 157 lncRNAs (Additional file 1). 

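After 1 month of adalimumab, IL19, IL8 and EPGN were lower in the lesion, and FLG2 and CRNN were higher. IL19, a keratinocyte cytokine of the IL-10 family, had an FPKM of 19.3 ± 25.3 (SD, n = 18) in PP and 1.32 ± 2.66 (SD, n = 18) in PT, a log2 fold change of -3.79 (standard error 0.72, adjusted p = 9.1e-04 from limma). IL8, the neutrophil chemoattractant, went from 59.3 ± 77.5 to 5.04 ± 11.3, a log2 fold change of -3.75 (standard error 0.71, adjusted p = 8.5e-04 from limma). The growth factor EPGN (epigen) went from 33.7 ± 24.6 to 5.15 ± 6.61, a log2 fold change of -3.06 (standard error 0.49, adjusted p = 1.4e-04 from limma). FLG2, a relative of the barrier protein filaggrin, had 481 ± 451 in PP and 1072 ± 489 in PT, a log2 fold change of 1.60 (standard error 0.39, adjusted p = 0.0090 from limma). The cornified cell protein CRNN had a log2 fold change of 1.35 (standard error 0.29, adjusted p = 0.0025 from limma). PT values are compared with PP, so a negative log2 fold change is a loss after treatment. Of 63004 transcripts tested in PPvPT, 3930 passed the threshold, 1050 higher and 2880 lower in PT. The split between higher and lower depends on scaling. With libraries rescaled by the median of ratios it was 1691 higher and 2271 lower. RefSeq symbols made up 2828 and lncRNAs 1102 of the transcripts that passed.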

A validation of the DE lncRNAs was performed by implementing reverse transcriptase qPCR on lncRNAs from 17 cases and 14 healthy controls. Four DE lncRNAs (*TRHDE-AS1*, *CYP4Z2P*, *HINT1*, and *RPSAP58*) were chosen for validation, with three of the four lncRNAs (*TRHDE-AS1*, *CYP4Z2P*, and *HINT1*) being DE in the same direction as found in the RNA-seq analysis. A detailed description of differential expression analysis of lncRNAs and validation of DE lncRNAs by qPCR is provided in Gupta et al. [21]. 

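Genes of dividing cells were higher in lesional skin almost without exception. Of 50 genes of mitosis listed before the data were examined, 46 were higher in PP than in NN and 0 were lower (47 higher when adjusted over the list alone), with a median log2 fold change of 1.00. The camera test gave this group an adjusted p = 1.2e-44, and 0.033 with an estimated correlation. CCNB1, the cyclin that starts mitosis, lies on chromosome 5 of GRCh37 from 68462962 to 68474072 and went from 16.2 ± 6.95 FPKM in NN to 43.5 ± 14.9 in PP, a log2 fold change of 1.46 (standard error 0.20, adjusted p = 8.9e-07 from limma). Its kinase CDK1 went from 11.8 ± 4.02 to 29.5 ± 9.66, a log2 fold change of 1.34 (standard error 0.18, adjusted p = 7.7e-07 from limma). Among 30 genes of DNA replication 26 were higher and 0 lower, and the ribonucleotide reductase subunit RRM2 had a log2 fold change of 1.64 (standard error 0.20, adjusted p = 1.5e-07 from limma). Many members of the viral reproductive process term are host genes for ribosomes, proteasomes and nuclear pores. Of 78 cytosolic ribosomal protein genes 28 were higher and 0 lower, with adjusted p = 0.16 with an estimated correlation. RPL27 was 1795 ± 442 in NN and 3377 ± 1132 in PP, a log2 fold change of 0.89 (standard error 0.14, adjusted p = 1.2e-05 from limma). Of 55 proteasome and nuclear pore genes 22 were higher and 4 lower (adjusted p = 0.17 with an estimated correlation), and the proteasome subunit PSMA6 had a log2 fold change of 0.86 (standard error 0.13, adjusted p = 4.1e-06 from limma).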

The top 3 GO terms from PPvNN were viral reproductive process (*p* = 1.40e-98), nuclear division (*p* = 1.30e-87), and mitosis (*p* = 1.30e-87), all with significantly up-regulated genes. 

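Cell division genes went down in the same patients' lesions after 1 month of adalimumab, and so did proteasome genes. Of 50 mitosis genes, 44 were lower in PT than in PP and 0 were higher, with a median log2 fold change of -0.69 (adjusted p = 0.045 from camera with an estimated correlation). CDC20, which activates the anaphase-promoting complex, was 4.35 ± 1.44 FPKM in PP and 2.04 ± 1.11 in PT, a log2 fold change of -1.15 (standard error 0.24, adjusted p = 0.0024 from limma). The kinetochore gene SPC25 had a log2 fold change of -0.96 (standard error 0.20, adjusted p = 0.0018 from limma). DNA replication genes were lower in 23 of 30 cases and higher in 0. MCM10, which helps load the replicative helicase, had a log2 fold change of -0.90 (standard error 0.18, adjusted p = 0.0014 from limma). Of 55 proteasome and nuclear pore genes 37 were lower and 0 higher (adjusted p = 0.0049 with an estimated correlation). PSMD12, a subunit of the proteasome lid, had 55.9 ± 8.83 in PP and 37.2 ± 6.45 in PT, a log2 fold change of -0.59 (standard error 0.08, adjusted p = 4.6e-05 from limma). The nuclear transport GTPase RAN had a log2 fold change of -0.59 (standard error 0.11, adjusted p = 7.5e-04 from limma).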

From PPvPT, the top 3 GO terms were mitosis (*p* = 5.60e-100), nuclear division (*p* = 5.60e-100), and viral reproductive process (*p* = 6.80e-93), all with significantly down-regulated genes. The full list of GO terms are in Additional file 2.

To determine if a network analysis approach reveals psoriasis-associated biological pathways that were not previously found by differential expression analysis, we started by asking which coding and non-coding genes are uniquely identified by network analysis versus differential expression analysis. To answer this question, we implemented WGCNA to identify module eigengenes (MEs) that correlated with either psoriasis or with positive response to biologic treatment. MEs are the ideal unit to correlate with external traits because they are the first principal component of a network of coexpressed genes and thus account for the most variance in the data. 

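Transcripts that rise and fall together across healthy and lesional skin were grouped into coexpression modules, and 1 of the largest groups of coding genes held the dividing-cell and interferon genes. That module had 1242 transcripts, with 40 of 50 mitosis genes against 2.07 expected (hypergeometric test, adjusted p = 5.5e-44) and 30 of 42 interferon-response genes (adjusted p = 1.7e-30). Its eigengene was higher in PP, with r = 0.848 against case status (adjusted p = 1.5e-08). Interferon-response genes rose as a group, 34 of 42 of them with 0 lower. OASL was 1.32 ± 0.824 FPKM in NN and 18.9 ± 10.7 in PP, a log2 fold change of 3.65 (standard error 0.31, adjusted p = 1.4e-10 from limma), and IFI6 was 33.1 ± 16.5 and 379 ± 290.5, a log2 fold change of 3.25 (standard error 0.32, adjusted p = 3.5e-09 from limma). The network followed the paper's method in a rewritten form, with power 6, a smallest module of 30 and a merge height of 0.2, on 81651 transcripts. It held 60 modules, of which 8 had an eigengene correlated with psoriasis at an adjusted p of 0.05 or less, 4 negatively and 4 positively. These 8 modules held 5472 transcripts. Both numbers depend on the settings. The correlated eigengenes numbered 17 on log2(FPKM + 1), 20 with a mean FPKM of at least 0.1 and 2 with power 10.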

We generated 64 MEs in PPvNN, 3 of which were significantly correlated with psoriasis (7849 genes; FDR ≤ 0.05) (Table 1). In PPvPT, we generated 70 MEs, 6 of which were significantly correlated with positive response to biologic treatment (5775 genes; FDR ≤ 0.05) (Table 2).

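In treated skin 1 coexpression module followed treatment at these settings, and it collected the dividing-cell, proteasome and inflamed-epidermis genes. It had 1786 transcripts and an eigengene that was lower in PT, with r = -0.761 (adjusted p = 3.7e-06). Of 50 mitosis genes 42 belonged to it, with 3.30 expected, as did 26 of 55 proteasome and nuclear pore genes and 16 of 46 genes that IL-17 and TNF induce in epidermis (hypergeometric tests, adjusted p = 2.0e-40, 1.9e-15 and 1.9e-07). The IL-17 target PI3, an elastase inhibitor, was 1054 ± 567 FPKM in PP and 268 ± 312 in PT, a log2 fold change of -2.87 (standard error 0.58, adjusted p = 0.0016 from limma). SERPINB4 had a log2 fold change of -3.06 (standard error 0.53, adjusted p = 3.2e-04 from limma). The desmosomal cadherin DSG3 had a log2 fold change of -1.23 (standard error 0.18, adjusted p = 6.3e-05 from limma). From 79842 transcripts the network formed 51 modules, and 1 eigengene was correlated with treatment at an adjusted p of 0.05 or less. This number depends on the settings. It was 7 on log2(FPKM + 1), 2 with a mean FPKM of at least 0.1 and 0 with power 10.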

**Table 1:** Top module eigengenes that are significantly correlated with psoriasis (FDR ≤ 0.05) between PP and NN

Module	Trait Correlation	FDR_Trait Correlation_	# of genes	# of lncRNA	% lncRNA	# DE RefSeq	# DE lncRNAs
blue	−0.86	2.42E-08	5719	2655	46 %	1031	236
salmon	0.81	1.39E-06	2002	1820	91 %	3	0
lavenderblush3	0.74	3.36E-05	128	113	88 %	0	0

**Table 2:** Top module eigengenes that are significantly correlated with psoriasis (FDR ≤ 0.05) between PP and PT

Module	Trait Correlation	FDR_Trait Correlation_	# of genes	# of lncRNA	% lncRNA	# DE RefSeq	#DE lncRNA
sienna3	0.71	8.32E-05	564	470	83 %	1	0
lightyellow	−0.66	4.28E-04	969	792	82 %	1	0
salmon	−0.6	2.91E-03	1290	459	36 %	169	5
black	0.53	1.48E-02	2339	1813	78 %	27	1
coral1	−0.5	2.92E-02	130	123	95 %	0	0
mediumpurple3	−0.48	3.19E-02	483	168	35 %	98	1

Although there was some overlap between genes identified by DE and WGCNA, the WGCNA approach identified a large number of genes significantly correlated with psoriasis and biologic treatment that were not identified by differential expression analysis (Fig. 1). We found that 84 % and 95 % of genes identified by WGCNA as being associated with psoriasis (PPvNN) or psoriasis treatment (PPvPT), respectively, were not identified by DE analysis. 

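Genes of the modules that follow psoriasis were for the most part also changed gene by gene in these files. In the module of dividing-cell and interferon genes, 97% of the RefSeq genes passed the limma threshold in PPvNN. RSAD2, an antiviral enzyme of that module, had a log2 fold change of 2.92 (standard error 0.37, adjusted p = 3.0e-07 from limma), and the mitotic survival factor BIRC5 had one of 1.46 (standard error 0.18, adjusted p = 2.1e-07) from the same test. In the module that holds the lipid enzymes, 75.6% passed. Over all modules correlated with psoriasis, 25.7% of transcripts did not pass, against 84.4% of transcripts outside them. For treatment the share was 16.5% inside and 96.9% outside. The shares inside depend on the network. On log2(FPKM + 1) they were 42.2% for psoriasis and 53.1% for treatment, and the filter at a mean FPKM of at least 0.1 gave 37.3% and 31.6%. Among the psoriasis modules, 16.8% of RefSeq genes and 39.4% of lncRNAs did not pass. The paper concludes from its own modules that the network finds genes that differential expression misses. Its lists of differentially expressed genes are shorter than those used here, so its shares and these do not rest on like lists.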

In PPvNN, 93 coding genes that were exclusively identified via DE were amongst the top 100 over-expressed coding genes in PP while 22 coding genes identified via DE only were amongst the top 100 under-expressed coding genes in PP. 87 lncRNAs identified via DE only were amongst the top 100 over-expressed lncRNAs while 52 such lncRNAs were amongst the top 100 under-expressed lncRNAs. The 93 over-expressed coding genes were significantly enriched for GO terms such as keratinization (*p* = 3.69e-20), keratinocyte differentiation (*p* = 1.82e-15), and cytokine-mediated signaling pathway (*p* = 1.18e-8), replicating results from previous studies.

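Keratinization genes were for the larger part higher in lesional skin than in healthy skin. LCE3A, a late cornified envelope gene on chromosome 1 of GRCh37 from 152595310 to 152595579, was 9.42 ± 29.6 FPKM in NN and 188 ± 105 in PP, a log2 fold change of 7.10 (standard error 0.68, adjusted p = 1.8e-09 from limma). SPRR2F, a small proline-rich envelope protein, was 5.65 ± 9.27 in NN and 360.1 ± 204 in PP, a log2 fold change of 6.82 (standard error 0.52, adjusted p = 1.5e-11 from limma), and SPRR2B had a log2 fold change of 5.39 (standard error 0.51, adjusted p = 1.2e-09) from the same test. Of 52 keratinization genes 40 were higher and 4 lower, with a median log2 fold change of 1.89 (camera with an estimated correlation, adjusted p = 0.0057). The keratinocyte cytokine IL36A went from 1.48 ± 4.16 to 34.2 ± 22.1, a log2 fold change of 6.39 (standard error 0.61, adjusted p = 1.6e-09 from limma), and IL19 had one of 4.92 (standard error 0.70, adjusted p = 2.3e-06). Of 46 epidermal genes that IL-17 and TNF induce, 21 were higher and 4 lower (adjusted p = 0.042 with an estimated correlation).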

**Fig. 1:**
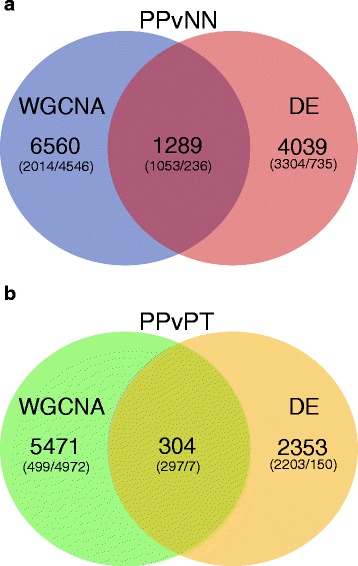
WGCNA identifies genes associated with psoriasis **a** and biologic treatment **b** not identified by DE. Venn diagram of genes identified by WGCNA or DE that are associated with psoriasis in PPvNN **a** or with biologic treatment in PPvPT **b**. Values in parantheses are the count of coding genes to lncRNAs

For PPvPT, 73 coding genes identified via DE only were amongst the top 100 over-expressed coding genes in PT, while 99 coding genes were amongst the top 100 under-expressed coding genes in PT. Of the 157 DE lncRNAs in PPvPT, 150 were exclusively identified by DE analysis, with 9 lncRNAs under-expressed and 141 lncRNAs over-expressed in PP. 

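Keratins of the wounded and inflamed epidermis and the antimicrobial peptides were lower after adalimumab. KRT6A was 3570.2 ± 1972 FPKM in PP and 806 ± 695 in PT, a log2 fold change of -2.36 (standard error 0.39, adjusted p = 2.2e-04 from limma). Its neighbour KRT6C, which may share reads with it, had a log2 fold change of -2.93 (standard error 0.53, adjusted p = 5.3e-04 from limma). SPRR2A was 535 ± 252 in PP and 181 ± 164 in PT, a log2 fold change of -2.40 (standard error 0.56, adjusted p = 0.0059 from limma). Of 52 keratinization genes 22 were lower and 4 higher, and the group's adjusted p was 0.13 from camera with an estimated correlation. IL36A was 7.07 ± 8.48 FPKM in PT, a log2 fold change of -3.23 (standard error 0.65, adjusted p = 0.0015 from limma) from PP, and the cytokine IL20 had one of -2.99 (standard error 0.44, adjusted p = 6.7e-05). Of 46 genes that IL-17 and TNF induce, 23 were lower and 0 higher (adjusted p = 0.051 with an estimated correlation). Antimicrobial peptide genes were lower in 12 of 17 cases and higher in 0. The psoriasin paralog S100A7A had a log2 fold change of -2.66 (standard error 0.56, adjusted p = 0.0022 from limma).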

Unsurprisingly, the 99 under-expressed coding genes were significantly enriched for keratinization (*p* = 4.43e-9), keratinocyte differentiation (*p* = 1.41e-7), and inflammatory response (*p* = 2.82e-7), which coincides with the efficacy of the treatment with adalimumab.

We next examined the two most significantly correlated modules from both PPvNN and PPvPT. For PPvNN, the module most significantly correlated with psoriasis was the blue module (ρ = −0.86, *p* = 3.77e-10). The negative correlation indicates that the genes in this module were underexpressed in PP. 

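The genes that were low together in lesional skin were lipid enzymes with high levels in healthy skin and wide spread between healthy people. FADS2, a fatty acid desaturase, was 442 ± 336 FPKM in NN and 3.11 ± 1.92 in PP, a log2 fold change of -6.11 (standard error 0.62, adjusted p = 4.2e-09 from limma). THRSP, a regulator of lipid synthesis, was 546 ± 429.7 in NN and 12.3 ± 19.2 in PP, a log2 fold change of -5.16 (standard error 0.67, adjusted p = 5.3e-07 from limma). Peroxisomal FAR2, which makes fatty alcohols for waxes, went from 190.0 ± 144 to 6.27 ± 1.57, a log2 fold change of -4.09 (standard error 0.47, adjusted p = 4.9e-08 from limma). All 3 belonged to a module of 1301 transcripts whose eigengene had r = -0.704 against case status (adjusted p = 4.0e-05). It is the module with the most genes of Additional file 5, 22 of 89, and stands here for the blue module. Marker genes of the sebaceous gland, listed before the data were examined, had 29 of 31 members in it. 30 of these 31 markers were lower in PP and 0 higher.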

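Sterol and fatty acid synthesis were lower in lesional skin across most of their enzymes. INSIG1, which holds the sterol sensor in the endoplasmic reticulum, was 224 ± 142 FPKM in NN and 22.5 ± 6.38 in PP, a log2 fold change of -2.92 (standard error 0.32, adjusted p = 2.4e-08 from limma). MSMO1, a sterol oxidase, was 431 ± 325 and 50.5 ± 14.8, a log2 fold change of -2.46 (standard error 0.41, adjusted p = 3.4e-05 from limma). Of 27 cholesterol synthesis genes 22 were lower and 2 higher (camera with an estimated correlation, adjusted p = 0.23). Of 34 genes of fatty acid synthesis and elongation 23 were lower and 1 higher (adjusted p = 0.12 with an estimated correlation). CRAT, which moves acyl groups between carnitine and coenzyme A in peroxisomes and mitochondria, was 103 ± 74.3 in NN and 2.48 ± 1.11 in PP, a log2 fold change of -4.57 (standard error 0.49, adjusted p = 1.5e-08 from limma). The mitochondrial thiolase ACAA2 was 69.5 ± 50.3 and 12.0 ± 3.22, a log2 fold change of -1.98 (standard error 0.36, adjusted p = 1.1e-04 from limma). The module that stands for the blue module held 20 of 27 cholesterol synthesis genes, 23 of 34 fatty acid synthesis genes, 29 of 55 peroxisome genes, 20 of 30 mitochondrial beta-oxidation genes and 27 of 39 genes that degrade branched-chain amino acids. The largest adjusted p of these 5 was 4.0e-19 (hypergeometric tests over RefSeq genes).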

The top 3 GO terms that were significantly enriched for in the blue module included “lipid biosynthetic process” (*p* = 2.50e-61), “fatty acid metabolic process” (*p* = 4.10e-57), and “mitochondrial matrix” (*p* = 3.90e-53) (Table 3; Additional file 3). With 5719 genes, the blue module was the largest significant module and also had the greatest proportion of differentially expressed genes (DEG). 54 % of the blue module genes were coding genes and 34 % of these genes were DEGs. Of the 46 % of blue module genes that were lncRNAs, 9 % were DEGs. 

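In the module of lipid enzymes most lncRNAs and most RefSeq genes changed gene by gene, and no test compared the 2 shares. The mitochondrial transaminase BCAT2 is among its RefSeq genes, and so is TRHDE-AS1, a non-coding RNA that the files list under a RefSeq symbol. BCAT2 was 21.9 ± 15.9 FPKM in NN and 2.56 ± 0.609 in PP, a log2 fold change of -2.46 (standard error 0.37, adjusted p = 6.3e-06 from limma). Of its 941 RefSeq genes 711 (75.6%) passed the limma threshold in PPvNN, and of its 360 lncRNAs, 27.7% of its transcripts, 284 (78.9%) passed.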

None of the top blue module GO terms were amongst the top 20 GO terms enriched for in the DE genes.

**Table 3:** Top 10 GO Term and Broad MSigDB Canonical Pathway enrichments for 2 most correlated modules in PPvNN

Module	GO Term	p_GO_	Broad MSigDB Canonical Pathway	p_Broad_
Blue	lipid biosynthetic process	2.50E-61	Genes involved in Metabolism of lipids and lipoproteins	6.10E-71
	fatty acid metabolic process	4.10E-57	Peroxisome	5.30E-39
	mitochondrial matrix	3.90E-53	Valine, leucine and isoleucine degradation	5.60E-35
	mitochondrial membrane	3.00E-52	Genes involved in Generic Transcription Pathway	6.90E-34
	mitochondrial inner membrane	2.20E-51	Genes involved in Fatty acid, triacylglycerol, and ketone body metabolism	5.90E-32
	organic acid catabolic process	1.70E-48	Genes involved in Cholesterol biosynthesis	2.90E-26
	peroxisome	5.30E-42	Genes involved in The citric acid (TCA) cycle and respiratory electron transport	6.40E-23
	microbody	5.30E-42	Fatty acid metabolism	1.20E-20
	cofactor binding	5.40E-40	Propanoate metabolism	2.40E-20
	steroid metabolic process	3.00E-36	Genes involved in Phospholipid metabolism	2.60E-18
Salmon	immune effector process	0.0001	Olfactory transduction	3.20E-16
	innate immune response	0.0002	Genes involved in Olfactory Signaling Pathway	2.70E-12
	cell surface	0.0002	Genes involved in Hyaluronan uptake and degradation	5.90E-05
	lymphocyte mediated immunity	0.0002	Genes involved in Hyaluronan metabolism	0.0001
	adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains	0.0003	Genes involved in Glycosaminoglycan metabolism	0.0003
	adaptive immune response	0.0004	Sulfur metabolism	0.0006
	leukocyte mediated immunity	0.0004	Genes involved in Chondroitin sulfate biosynthesis	0.0009
	ion channel activity	0.0005	Glycosaminoglycan biosynthesis - chondroitin sulfate	0.001
	positive regulation of immune response	0.0005	PAR1-mediated thrombin signaling events	0.001
	response to bacterium	0.0006	Genes involved in Developmental Biology	0.0013

The next most significantly psoriasis-correlated module was the salmon module (ρ = 0.81, *p* = 4.33e-8). The positive correlation indicates that the genes in this module were overexpressed in PP. 

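Most antimicrobial peptide and interferon-response genes were higher in lesional skin, and part of them sat in a module made up mainly of RefSeq genes. ISG15, a ubiquitin-like protein induced by interferon, was 5.65 ± 2.51 FPKM in NN and 57.0 ± 39.4 in PP, a log2 fold change of 3.04 (standard error 0.32, adjusted p = 1.1e-08 from limma). Of 17 antimicrobial peptide genes 14 were higher and 0 lower, with a median log2 fold change of 3.80. S100A7A was 20.7 ± 61.3 in NN and 176 ± 79.7 in PP, a log2 fold change of 4.99 (standard error 0.54, adjusted p = 2.0e-08 from limma). The module of dividing-cell and interferon genes held 8 of 17 antimicrobial peptide genes (hypergeometric test, adjusted p = 3.1e-06), and 27.5% of its transcripts were lncRNAs. It held 0 of 390 olfactory receptor genes, where 16.2 were expected.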

The top 3 GO terms that were significantly enriched for are “immune effector process” (*p* = 1.0e-4), “innate immune response” (*p* = 2.0e-4), and “cell surface” (*p* = 2.0e-4) as well as the Broad MSigDB canonical pathways, “olfactory transduction” (*p* = 3.20e-16) and “genes involved in olfactory signaling pathway” (*p* = 2.7e-12) (Table 3; Additional file 3). In contrast to the blue module, 90 % of the 2002 genes in the salmon module were lncRNAs and of the 182 coding genes, only 3 were DEGs, with none of the lncRNAs being DEGs. 

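Among the modules correlated with psoriasis, 1 consisted almost only of lncRNAs, and it was lower in lesional skin. Of its 764 transcripts 717 were lncRNAs (93.8%), and its eigengene had r = -0.486 against case status (adjusted p = 0.027). Of its 47 RefSeq genes 12 passed the limma threshold, and of its lncRNAs 228 did. It held 1 olfactory receptor gene, with 0.845 expected, and 0 genes of leukocyte cytotoxicity. No correlated module higher in PP had such a share of lncRNAs in this network. The highest was 45.5%, in a module of 213 transcripts that holds HOXA9 and 7 keratinization genes. On log2(FPKM + 1), 2 correlated modules had at least 80% lncRNAs, and with a mean FPKM of at least 0.1, 3 had. Their directions are not given here. Without the 5 libraries with the most transcripts above 0 and the shallowest library, the eigengene of the lncRNA-rich module was no longer past the threshold, with r = -0.398 (adjusted p = 0.15).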

With the exception of “innate immune response”, none of the top salmon module GO terms were amongst the top 20 terms enriched for in the DE genes.

For PPvPT, the module most correlated with treatment response was the sienna3 module (ρ = 0.71, *p* = 1.18e-6). 

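Some transcripts of cytotoxic lymphocytes were higher in lesions than in healthy skin, and few of them passed the test after 1 month of adalimumab. GZMA, a serine protease of cytotoxic granules, was 5.60 ± 4.18 FPKM in NN and 19.2 ± 10.1 in PP, a log2 fold change of 1.96 (standard error 0.30, adjusted p = 8.9e-06 from limma). GZMB had a log2 fold change of 1.64 (standard error 0.35, adjusted p = 6.2e-04 from limma). Of 45 genes of leukocyte cytotoxicity 20 were higher, 1 lower and 24 not past the test in PPvNN. The group had an adjusted p = 1.8e-09 from camera, and 0.051 with an estimated correlation, which does not pass. In PPvPT, 2 of 46 were higher, 3 lower and 41 did not pass the test. The NKG2D ligand ULBP2 went from 1.52 ± 0.650 in PP to 0.696 ± 0.283 in PT, a log2 fold change of -1.01 (standard error 0.23, adjusted p = 0.0048 from limma), and its relative RAET1E had one of -0.44 (standard error 0.14, adjusted p = 0.048). RAET1E did not pass with the patient as replicate block (adjusted p = 0.065). Higher after treatment were the lipid-presenting molecules of Langerhans and dendritic cells, CD1A with a log2 fold change of 0.85 (standard error 0.23, adjusted p = 0.016) and CD1C with 0.63 (standard error 0.19, adjusted p = 0.038), both from limma. Of 16 dendritic and Langerhans cell markers 4 were higher, 1 lower and 11 not past the test (camera with an estimated correlation, adjusted p = 0.77). The module that followed treatment held 3 of 49 leukocyte cytotoxicity genes, with 3.23 expected.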

The top 3 GO terms that were enriched for are “regulation of leukocyte mediated cytotoxicity” (*p* = 1.40e-5), “regulation of cell killing” (*p* = 1.90e-5), and “leukocyte activation” (*p* = 1.0e-4) (Table 4; Additional file 4). A majority of the 564 genes (83 %) in the sienna3 module were lncRNAs. Almost none of the genes were differentially expressed, with just one coding DEG.

**Table 4:** Top 10 GO Term and Broad MSigDB Canonical Pathway enrichments for 2 most correlated modules in PPvPT

Module	GO Term	p_GO_	Broad MSigDB Canonical Pathway	p_Broad_
Sienna3	regulation of leukocyte mediated cytotoxicity	1.40E-05	Genes involved in Lipid digestion, mobilization, and transport	1.70E-05
	regulation of cell killing	1.90E-05	Antigen processing and presentation	0.0002
	leukocyte activation	0.0001	Genes involved in Neuronal System	0.0004
	T cell activation	0.0001	Genes involved in Lipoprotein metabolism	0.0004
	monosaccharide metabolic process	0.0001	Genes involved in Glucose metabolism	0.0004
	positive regulation of immune response	0.0002	Visual signal transduction: Cones	0.0005
	cytokine production	0.0003	Signaling events mediated by HDAC Class II	0.0008
	cell surface	0.0005	ABC transporters	0.0011
	MHC protein binding	0.0005	Downstream signaling in CD8+ T cells	0.0015
	microtubule organizing center	0.0006	Genes involved in Transmission across Chemical Synapses	0.0015
Lightyellow	protein complex disassembly	1.00E-10	Ribosome, cytoplasmic	2.10E-11
	protein targeting to ER	1.10E-10	Ribosome	3.50E-11
	establishment of protein localization to endoplasmic reticulum	1.10E-10	Genes involved in 3' -UTR-mediated translational regulation	6.90E-11
	viral infectious cycle	2.20E-10	Genes involved in Translation	3.70E-10
	macromolecular complex disassembly	3.10E-10	Genes involved in Peptide chain elongation	7.30E-10
	ribosomal subunit	4.50E-10	Genes involved in Influenza Viral RNA Transcription and Replication	1.40E-09
	cytosolic part	3.50E-09	Genes involved in Nonsense Mediated Decay Enhanced by the Exon Junction Complex	1.70E-09
	establishment of protein localization to organelle	5.70E-09	Genes involved in SRP-dependent cotranslational protein targeting to membrane	1.90E-09
	cellular component disassembly at cellular level	1.20E-08	Genes involved in Influenza Life Cycle	4.30E-09
	cellular component disassembly	1.30E-08	Genes involved in Metabolism of proteins	5.30E-09

The next most correlated module for treatment response in PPvPT was the lightyellow module (ρ = 0.66, *p* = 1.22e-5). GO terms that the lightyellow module was enriched for included “protein complex disassembly” (*p* = 1.0e-10), “protein targeting to ER” (*p* = 1.1e-10), and “establishment of protein localization to endoplasmic reticulum” (*p* = 1.1e-10) (Table 4; Additional file 4). Again the majority of the genes in this module were lncRNAs (82 %) and only one gene (coding) was a DEG. 

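Ribosomal proteins, which carry the terms of protein targeting to the endoplasmic reticulum, passed no gene-by-gene test across treatment. Of 78 cytosolic ribosomal protein genes 0 were higher and 0 lower in PT than in PP at an adjusted p of 0.05 or less from limma. At an unadjusted p under 0.05, 0 were higher and 8 lower. The group had a median log2 fold change of -0.09 (camera with an estimated correlation, adjusted p = 0.57). Of the transcripts in the single module that followed treatment, 20.2% were lncRNAs, 84.6% of its RefSeq genes passed the limma threshold and 78.9% of its lncRNAs did.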

Interestingly, while nearly all of the overlapping DEGs from PPvNN (Fig. 1a) are found in the blue module, most of the 304 overlapping genes (Fig. 1b) from PPvPT are not found in the top three PPvPT modules. None of the top GO terms enriched for in either of the PPvPT sienna3 or lightyellow modules, were amongst the top 20 GO terms enriched for in the DE genes.

Next, we performed intramodular analysis to determine “hub genes” or genes that were the most connected to other genes and individually significant genes. Figure 2a graphically illustrates the process from identification of the most significant MEs to intramodular analysis. We defined a hub gene as a gene with gene significance (GS) ≥ 10 and module membership (MM) ≥ 0.8. We performed intramodular analysis on the top 3 modules in both PPvNN and PPvPT. Within the blue module of PPvNN, we identified 33 hub genes (Fig. 2b; Additional files 5), including *HOXA9*, *HOXA10*, and *GGH*. 

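HOXA9 and HOXA10 encode transcription factors that record body position. Both were low in the healthy skin samples and higher in lesions. HOXA9, on chromosome 7 of GRCh37 from 27202057 to 27214799, was 1.03 ± 1.14 FPKM in NN and 9.45 ± 1.96 in PP, a log2 fold change of 4.02 (standard error 0.43, adjusted p = 1.3e-08 from limma). HOXA10, on chromosome 7 of GRCh37 from 27210224 to 27219880, was 0.477 ± 1.01 and 4.86 ± 0.917, a log2 fold change of 3.93 (standard error 0.31, adjusted p = 5.1e-11 from limma). GGH, a lysosomal enzyme that trims folate, lies on chromosome 8 of GRCh37 from 63927440 to 63951966 and was 44.4 ± 28.6 in NN and 193 ± 60.3 in PP, a log2 fold change of 2.22 (standard error 0.18, adjusted p = 5.9e-11 from limma). Of the 31 genes measured from the 4 HOX clusters, 19 were higher in PP and 1 lower. The trunk gene HOXB7 had a log2 fold change of 3.22 (standard error 0.32, adjusted p = 3.1e-09 from limma). In the network, HOXA9 and GGH fell in a module of 213 transcripts that was higher in PP (r = 0.817, adjusted p = 7.5e-08), apart from the lipid enzymes, and HOXA10 fell in none.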

28 of the 33 hub genes were lncRNAs and all but one of the hub genes (*MARCH6*) was differentially expressed in PPvNN. 

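Most hub genes of Additional file 5 were lower in lesional skin. The file lists 89 genes, 76 RefSeq symbols and 13 lncRNA IDs. In PPvNN 19 of the 76 symbols were higher and 57 lower. MARCH6 encodes a ubiquitin ligase of the endoplasmic reticulum that degrades sterol synthesis enzymes. It was 20.7 ± 4.27 FPKM in NN and 13.4 ± 1.43 in PP, a log2 fold change of -0.60 (standard error 0.09, adjusted p = 8.5e-06 from limma). It belonged to a module of 454 transcripts that was lower in PP (r = -0.829, adjusted p = 4.2e-08).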

Genes in the other modules (for both PPvNN and PPvPT) did not meet GS or MM thresholds defined above (Additional files 6).

**Fig. 2:**
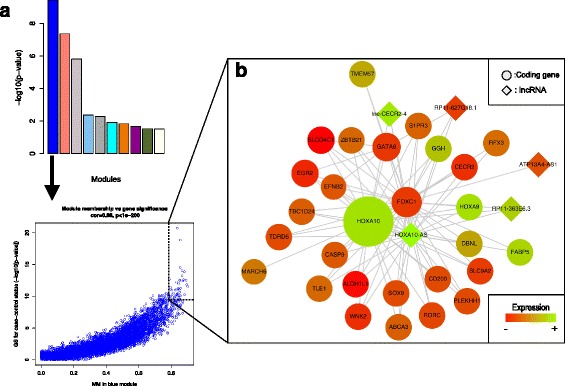
Intramodular analysis reveals hub genes in the top correlated module in PPvNN. Graphical illustration of intramodular analysis starting with identification of the most correlated modules and plotting MM against GS for the top correlated modules **a**. After hub genes are identified, a network plot of these genes is produced **b**. In this case, the network plot is of the hub genes of the PPvNN blue module. The relative size of each hub indicates the degree of connectivity (number of edges) for each gene

## Discussion

Differential expression analysis can identify individual genes that are differentially expressed between cases and controls. In this study, we investigated whether WGCNA would uncover biological pathways associated with psoriasis and treatment with a biologic drug that are not identified by differential expression analysis. Our results show that most of the genes identified in psoriasis or treatment-associated co-expression networks are not differentially expressed. We also inferred the function of non-coding genes that were coexpressed with coding genes in networks of genes correlated with psoriasis or treatment response by testing these coexpression networks for GO or KEGG term enrichment.

### Dominance of lncRNAs in network modules

We were surprised to discover that most of the genes in the majority of the modules that were significantly correlated with psoriasis were lncRNAs, particularly in PPvNN, where 2 of the 3 significantly psoriasis-correlated modules were at least 80 % lncRNA, with most of these lncRNAs not being DE. This dominance of non-DE lncRNAs in psoriasis-correlated modules may be due to the overall low-abundance of lncRNAs and inability of differential expression methods to detect minute (and statistically insignificant) but biologically significant differences in lncRNA expression, with coding genes having nearly ten times more abudance than lncRNAs on average [22]. 

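Modules that followed psoriasis were richer in coding genes than the network as a whole. Their lncRNA share was 39.3%, against 73.4% of all transcripts in the network. The lowest share, 6.80%, was in a module of 309 transcripts higher in PP that held 7 of 78 ribosomal protein genes (hypergeometric test, adjusted p = 0.0015). The ribosomal gene RPS21 was 606.5 ± 219 FPKM in NN and 1138 ± 351 in PP, a log2 fold change of 0.96 (standard error 0.18, adjusted p = 1.9e-04 from limma). A second module lower in PP had 795 transcripts and 60.5% lncRNAs (r = -0.646, adjusted p = 3.7e-04), of which 54.7% passed the limma threshold.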

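Coding genes were far more abundant in skin than lncRNAs, and the log2 fold changes of lncRNAs had larger standard errors. The median FPKM of the tested RefSeq genes was 5.51 in PPvNN, and that of the tested lncRNAs 0.465. The median standard error of a log2 fold change was 0.16 for RefSeq genes and 0.44 for lncRNAs. In PPvNN 39.9% of RefSeq genes and 17.1% of lncRNAs passed the limma threshold. In bins of equal FPKM the shares of the 2 classes still differed, but so did their standard errors. Between 0.1 and 0.3 FPKM, 25.8% of RefSeq genes and 14.2% of lncRNAs passed, and at 10 FPKM or more 46.4% and 35.5% did. In PPvPT the shares at 10 FPKM or more were 25.6% and 18.1%. In PPvNN the median standard error between 0.1 and 0.3 FPKM was 0.25 for RefSeq genes and 0.40 for lncRNAs. At 10 FPKM or more it was 0.12 and 0.21. The paper proposes that low abundance hides small lncRNA differences from tests of single genes. The bins do not match the 2 classes in precision, so they do not test this.

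**Figure D1:**
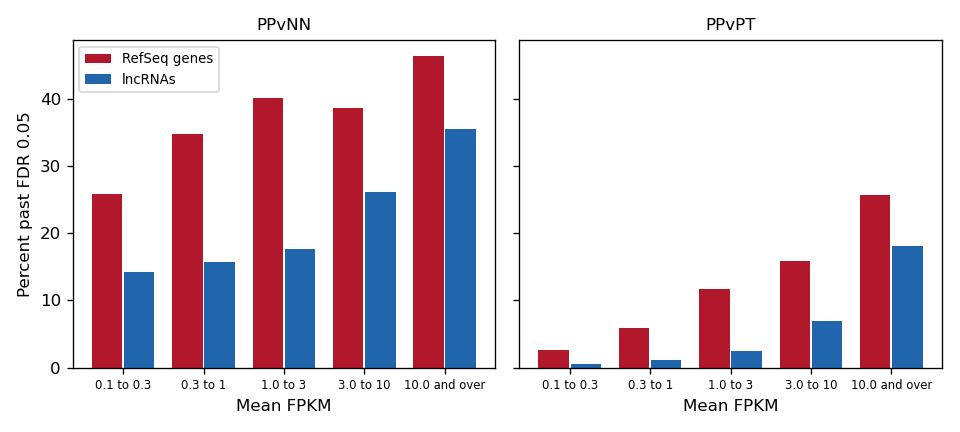
Percent of tested transcripts past an adjusted p of 0.05 from limma (vertical axis) in 5 bins of mean FPKM (horizontal axis), for RefSeq genes and lncRNAs in PPvNN and PPvPT. In PPvNN the share of lncRNAs goes from 14.2% in the lowest bin to 35.5% in the highest.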

As coexpression network analysis is based on pairwise correlations between genes and not on relative differences in expression between biological states, coexpression network analysis may be more robust to inclusion of low-abundance transcripts compared to differential expression analysis. This dominance of lncRNAs in psoriasis-correlated modules suggests the possibility that lncRNAs play a significant role in psoriasis pathogenesis through regulation of coding genes in key pathways. Previous studies of lncRNA indicate they can act by guiding chromatin modifiers and histone modifiers to targeted loci to regulate transcription, function as ligands for proteins, and play crucial roles in cell differentiation that ultimately determine cell fate [23].

### Module enriched for metabolic activity

The blue module, the most correlated module in PPvNN, was enriched for lipid metabolic pathways as well as biosynthetic pathways. This finding is in line with the results of Gudjonsson et al. [3, 24] that uncovered DE genes also enriched for lipid metabolism along with biosynthetic pathways. 

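The lipid genes named here were lower in lesional skin by differing amounts. ELOVL3, an elongase of very long fatty acids in sebocytes, lies on chromosome 10 of GRCh37 from 103986056 to 103989346 and was 224 ± 178 FPKM in NN and 1.13 ± 1.05 in PP, a log2 fold change of -6.73 (standard error 0.63, adjusted p = 1.2e-09 from limma). HSD3B1, a steroid dehydrogenase of sebaceous glands, was 70.1 ± 73.9 and 0.237 ± 0.191, a log2 fold change of -6.39 (standard error 0.66, adjusted p = 6.8e-09 from limma). ACSBG1, an acyl-CoA synthetase, was 100.4 ± 71.3 and 2.45 ± 1.11, a log2 fold change of -4.63 (standard error 0.47, adjusted p = 4.0e-09 from limma). PPARA, the nuclear receptor that senses fatty acids, changed less and was 12.1 ± 4.74 in NN and 3.34 ± 0.721 in PP, a log2 fold change of -1.74 (standard error 0.17, adjusted p = 3.1e-09 from limma). All 4 belonged to the module that stands for the blue module. The median log2 fold change over the 31 sebaceous markers was -4.81 (camera with an estimated correlation, adjusted p = 0.033). Another sebaceous marker, the wax synthase AWAT1, was 67.0 ± 59.9 in NN and 0.230 ± 0.342 in PP, a log2 fold change of -7.03 (standard error 0.64, adjusted p = 6.0e-10 from limma).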

Several of the downregulated genes enriching for these pathways in Gudjonsson et al. [24] were also downregulated in our analysis and found in the blue module, including *PPARA*, *ELOVL3*, *ACSBG1*, and *HSD3B1*. Gudjonsson et al. [3] inferred that this enrichment for lipid and fatty acid metabolic pathways is associated with defects in the epidermal lipid barrier of psoriatic skin. However, there is mounting evidence that perturbations of lipid metabolic pathways may also be associated with T cell fate and function [25], particularly in T_reg_ cells [26]. It has very recently been shown that short-chain fatty acids promote differentiation of naïve T cells into T_reg_ cells [27, 28] and that dysfunctional T_reg_ cells residing in the skin are thought to contribute to the pathogenesis of psoriasis [29]. Therefore, we found it very interesting that genes involved in short-chain fatty acid metabolic pathways including propionate metabolism and butyrate metabolism were enriched in the blue module and that the majority of these genes were significantly downregulated, which could potentially lead to T_reg_ dysfunction. 

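Enzymes of propionate and butyrate metabolism were lower in lesional skin for the larger part. ACSS2, which activates acetate in the cytosol, was 38.5 ± 23.3 FPKM in NN and 7.89 ± 1.42 in PP, a log2 fold change of -1.91 (standard error 0.28, adjusted p = 4.2e-06 from limma), and mitochondrial ACSS3, which prefers propionate, had one of -1.61 (standard error 0.25, adjusted p = 8.3e-06). ACSM3, a butyrate-activating synthetase, was 23.5 ± 20.2 and 0.895 ± 0.455, a log2 fold change of -3.84 (standard error 0.47, adjusted p = 1.5e-07 from limma). In the other direction, the aldo-keto reductase AKR1B10 was 11.1 ± 11.0 and 96.3 ± 38.2, a log2 fold change of 3.37 (standard error 0.31, adjusted p = 8.1e-10 from limma). Of 33 propanoate genes 20 were lower and 2 higher (23 lower when adjusted over the list alone). Of 30 butanoate genes 17 were lower and 4 higher. With an estimated correlation their adjusted p were 0.24 and 0.26 from camera. The module of lipid enzymes held 20 propanoate and 17 butanoate genes, and also 29 of 31 sebaceous markers. Whether these enzymes fell with sebaceous tissue was not tested. Of 13 marker genes of regulatory T cells 0 were higher and 2 lower (camera, adjusted p = 0.36, and 0.66 with an estimated correlation). Of all 18032 RefSeq genes tested 4141 were lower, so the share among these markers was no larger. One of the 2, IKZF2, which encodes the regulatory T cell factor Helios, had a log2 fold change of -0.50 (standard error 0.13, adjusted p = 0.0060 from limma). The paper proposes that lower short-chain fatty acid metabolism could disturb regulatory T cells.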

As recent studies of immune cell metabolism in other autoimmune diseases such as rheumatoid arthritis and systemic lupus erythematosus suggest that disease and T cell specific metabolic profiles regulate pathogenic responses [25], our data suggest that future T cell metabolism studies in psoriasis are warranted.

### Module enriched for olfactory receptor activity

One of our most surprising and intriguing findings was the enrichment of negatively regulated olfactory receptor genes in the PPvNN salmon module (second most correlated module in PPvNN). Since the discovery that olfactory receptors are expressed in non-nasal tissue, olfactory receptor expression has been observed in skin tissue and specifically in keratinocytes, dendritic cells, and melanocytes. Most recently, Busse et al.[30] discovered that *OR2AT4*, an olfactory receptor gene, is expressed in keratinocytes and that exposure to a synthetic odorant activated a calcium signal transduction pathway that induced wound healing. Jabbari et al. [31] and Li et al. [5] revealed that *OR2T10, OR2T11, OR52B6, OR9Q1, OR10V1, OR1L8, OR2A1, OR2A20P, OR2A42,* and *OR2A9P* were down-regulated while *OR1J1* and *ORMDL2* were up-regulated*.* While *OR2AT4* is not a DEG in our analysis or in previous studies [5, 31, 32] and is not a member of a module significantly correlated with psoriasis in PPvNN or PPvPT, we nonetheless observed that the salmon module was significantly enriched for olfactory signaling and transduction canonical pathways, a finding that bolsters our previous analysis of this data using a complementary coexpression analysis method [21]. Furthermore, Li et al. [5] had also reported that a module detected via WGCNA that was significantly correlated with psoriasis was significantly enriched for “olfactory receptor activity”.

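Olfactory receptor transcripts were scarce in every group of skin. OR52B6 was 0.582 ± 0.973 FPKM in NN and 0.237 ± 0.196 in PP, a log2 fold change of -0.61 (standard error 0.36, adjusted p = 0.22 from limma). OR1L8 had a log2 fold change of -0.83 (standard error 0.34, adjusted p = 0.077 from limma). The log2 fold change of OR10V1 was 0.18 (standard error 0.31, adjusted p = 0.72) and that of OR1J1 0.45 (standard error 0.34, adjusted p = 0.36), both from limma. ORMDL2, which encodes a regulator of sphingolipid synthesis and is not an olfactory receptor, was 15.1 ± 5.37 in NN and 16.8 ± 2.98 in PP, a log2 fold change of 0.22 (standard error 0.14, adjusted p = 0.26 from limma). OR2AT4 was listed at 0 in 9 of 16 NN and 15 of 18 PP libraries. It and OR2T10, OR2T11, OR9Q1, OR2A20P, OR2A42 and OR2A9P had a mean under 0.1 FPKM and were not tested. Of the 96 olfactory receptor genes with enough signal, 17 were lower in PP and 0 higher (9 lower when adjusted over the list alone). Their median log2 fold change was -0.57, where that of all tested transcripts was -0.28. The group had an adjusted p = 0.0021 from camera, and 0.62 with an estimated correlation. Without the 5 libraries with the most transcripts above 0 and the shallowest library, the direction of the group against other genes reversed (camera, adjusted p = 0.98).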

### Hub genes in blue module

Within the blue module, we identified 33 hub genes or genes with high GS (GS ≥ 10) and high connectivity between genes (MM ≥ 0.8) (Fig. 2b) of which 32 were DEGs, including 5 lncRNAs (Additional file 5). 

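Gene significance (GS), the negative log10 of the p-value of a gene's correlation with psoriasis, ranked the positional HOX genes above the enzymes. HOXA9 had the highest GS of the genes in Additional file 5, 15.4. HOXA10 had 13.8 (rank 3) and GGH 9.54 (rank 19). DBNL, an actin-binding adaptor, had 13.8, and EFNB2, an ephrin, had 12.0. Module membership (MM), the correlation of a gene with the eigengene of the module that stands for blue, was 0.733 for HOXA10 (rank 41) and 0.645 for GGH (rank 64). Of the 89 genes 15 had a GS of at least 10, 18 an MM of at least 0.8, and 2, EFNB2 and PHF17, had both. Without 1 control library the number with a GS of at least 10 was 34. It was 37 on log2(FPKM + 0.1) and 5 to 41 over the 560 ways of leaving out 3 controls.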

The gene with the highest GS was *HOXA10* while the gene with the highest MM was *GGH. HOXA10*, is a homeobox gene that encodes a DNA-binding transcription factor that has been implicated in endometriosis [33], oncogenesis [34], and most recently in innate immune response regulation [35]. In a study of B cell differentiation, Yasmeen et al. [36] demonstrated that the knockout of an aldehyde dehydrogenase-1 enzyme involved in retinol metabolism and retinoic acid synthesis and encoded by the ALDH1 family of genes resulted in increased expression of *HOXA10* by downregulating the expression of the anti-inflammatory transcription factor peroxisome proliferator-activated receptor *PPARG. ALDH1L1*, another hub gene in the blue module, is negatively coexpressed with *HOXA10* and while *PPARG* is not a hub gene in the blue module, it is significantly downregulated in PPvNN. 

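ALDH1L1 and PPARG, 2 genes of folate and lipid metabolism, were lower in lesional skin. ALDH1L1 encodes an enzyme that uses folate to oxidize formyl groups, on chromosome 3 of GRCh37 from 125822405 to 125916837. It was 5.21 ± 3.25 FPKM in NN and 0.202 ± 0.108 in PP, a log2 fold change of -3.65 (standard error 0.42, adjusted p = 4.8e-08 from limma). PPARG, the nuclear receptor of fat and sebaceous cells, was 31.4 ± 21.5 and 5.66 ± 2.06, a log2 fold change of -2.07 (standard error 0.33, adjusted p = 1.7e-05 from limma). Within NN, ALDH1L1 and HOXA10 were negatively correlated on the log2 scale (Pearson r = -0.893, permutation p = 3.0e-05, Spearman rho = -0.620, permutation p = 0.012, adjusted p = 3.6e-04 over 12 relations). Without the 2 libraries farthest out r was -0.594. Within PP the correlation was positive in sign and not past the test (r = 0.393, permutation p = 0.11, rho = 0.300, permutation p = 0.23, adjusted p = 0.36, r without the 2 farthest libraries 0.0182). The difference between NN and PP was not tested.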

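CD200 lies on chromosome 3 of GRCh37 from 112051194 to 112081659. Its transcript was 9.72 ± 4.00 FPKM in NN and 1.98 ± 0.488 in PP, a log2 fold change of -2.13 (standard error 0.19, adjusted p = 4.6e-10 from limma). After adalimumab it was 2.53 ± 1.06, a log2 fold change of 0.27 (standard error 0.16, adjusted p = 0.37 from limma) from PP. Its GS was 8.60 and its MM to the module of lipid enzymes 0.685, although the network placed it in no module.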

Hub gene *CD200*, is a gene that encodes for a transmembrane glycoprotein and has been shown to attenuate inflammatory response and promote immune tolerance [37, 38] and is downregulated in PPvNN. The gene encoding for fatty acid binding protein, *FABP5*, is another hub gene was upregulated and highly connected in the PPvNN blue module and has been shown previously to interact with psoriasin (*S100A7*) [39] and is highly expressed in psoriatic epidermal tissue [40]. 

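FABP5, which carries fatty acids in keratinocytes, and S100A7 are both abundant in lesions. FABP5, on chromosome 8 of GRCh37 from 82192771 to 82197012, was 51.6 ± 39.2 FPKM in NN and 355 ± 189 in PP, a log2 fold change of 2.92 (standard error 0.28, adjusted p = 1.5e-09 from limma). S100A7, on chromosome 1 of GRCh37 from 153430220 to 153433127, was 2327 ± 3150.3 and 20318 ± 5788, a log2 fold change of 3.97 (standard error 0.39, adjusted p = 2.4e-09 from limma). After treatment FABP5 was 228 ± 281, a log2 fold change of -1.01 (standard error 0.31, adjusted p = 0.045 from limma) from PP, and S100A7 was 13268 ± 16360, a log2 fold change of -1.48 (standard error 0.42, adjusted p = 0.027 from limma). With the patient as replicate block FABP5 did not pass (adjusted p = 0.062) and S100A7 did (0.045). FABP5 had a GS of 6.34 and an MM of 0.536. The network placed FABP5 in no module and S100A7 in the module of dividing-cell and interferon genes.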

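TMEM57 was 13.0 ± 4.27 FPKM in NN and 28.4 ± 4.70 in PP, a log2 fold change of 1.16 (standard error 0.12, adjusted p = 4.0e-09 from limma), and 20.8 ± 3.69 in PT, a log2 fold change of -0.45 (standard error 0.09, adjusted p = 9.3e-04 from limma) from PP. Its GS was 10.6 and its MM 0.775. It belonged to the module of dividing-cell and interferon genes in PPvNN and to the module that followed treatment in PPvPT.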

The final hub gene of note was the transmembrane protein encoding gene, *TMEM57*, which was upregulated and highly connected in PPvNN and while it has not yet been implicated in psoriasis pathogenesis directly, a *TMEM57* variant was found to be assoicated with a biomarker for inflammation in a Sardinian population [41].

### Treatment with adalimumab normalizes perturbed pathways

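After 1 month of adalimumab, some genes higher in lesions had moved part of the way back toward healthy skin. Among genes higher in PP, 11 of 14 antimicrobial peptide genes and 19 of 40 keratinization genes were lower again in PT at an adjusted p of 0.05 or less from limma. Of interferon-response genes 5 of 34 did so, and 28 still differed from NN. The median fraction of the PP minus NN difference that had moved back was 0.517 for antimicrobial peptide genes, 0.349 for keratinization genes and 0.359 for interferon-response genes, and no test compared these groups. In PPvPT the groups had adjusted p = 0.038, 0.13 and 0.36 from camera with an estimated correlation, so only the first passed. SAMD9, an interferon-induced gene, had a log2 fold change of -1.09 (standard error 0.25, adjusted p = 0.0048 from limma). Of the 22 cholesterol synthesis genes lower in PP, 0 moved back and 12 went lower still. HMGCS1, which starts the pathway, had a log2 fold change of -0.92 (standard error 0.13, adjusted p = 5.7e-05 from limma). Sebaceous markers moved back in 1 of 29 cases, and HOX genes in 0 of 19. Over the 61499 transcripts tested in both PPvNN and PPvPT, 2208 of 14479 that passed in PPvNN moved back past the threshold in PPvPT and 116 moved further away. PP enters both comparisons, which alone makes them correlate negatively. The correlation of the 2 sets of log2 fold changes was -0.538. In simulated data without effects it had a mean of -0.486 and ran from -0.606 to -0.330 over 100 draws. The real value lies inside that range, so the correlation shows no reversal by itself. The covariance of the 2 sets was -0.228, against a mean of -0.0857 in the simulated data, whose spread was not recorded. With separate patients in the 2 comparisons the median covariance was -0.142. The median correlation was then -0.249 (SD 0.0598, from -0.341 to -0.0665 over 50 draws). No library then enters both comparisons, so sharing does not account for these negative values.

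**Figure D2:**
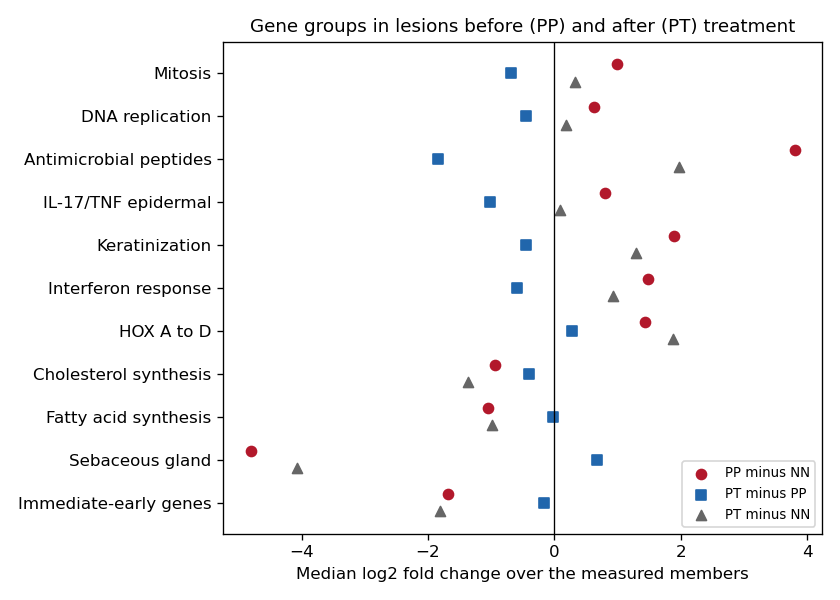
Median log2 fold change (horizontal axis) of 11 gene groups (vertical axis) in PPvNN, PPvPT and PTvNN. The antimicrobial peptide genes have a median of 3.80 in PPvNN and -1.83 in PPvPT, and the sebaceous markers -4.81 and 0.67.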

We found that for a number of GO term enrichments and Broad MSigDB canonical pathways, dysregulated pathways in psoriasis (either overexpressed or underexpressed in PPvNN) reverted towards the baseline after adalimumab treatment in PPvPT (Additional file 2). For instance, while the GO terms, “viral reproductive process”, “nuclear division”, and “mitosis” are significantly enriched for upregulated genes in PPvNN, these same terms are significantly enriched for downregulated genes in PPvPT. 

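Cell division genes moved toward the level of healthy skin after treatment. Of 46 mitosis genes higher in PP, 43 were lower again in PT and 2 still differed from NN at an adjusted p of 0.05 or less from limma. The median fraction moved back was 0.676, and a median log2 difference of 0.32 between PT and NN was left. At an unadjusted p under 0.05, 17 of 50 mitosis genes were higher in PT than in NN (camera, adjusted p = 1.4e-08, and 0.39 with an estimated correlation). CCNB1 had a log2 fold change of -1.14 (standard error 0.18, adjusted p = 1.7e-04 from limma). Of 26 DNA replication genes 22 moved back, among them RRM2 with a log2 fold change of -1.20 (standard error 0.23, adjusted p = 9.5e-04 from limma). Of the parts of the viral reproductive process term, 18 of 22 proteasome and nuclear pore genes moved back past the threshold and 0 of 28 ribosomal protein genes, and no test compared the 2 parts. The ribosomal genes were also lower in PT as a group (camera, adjusted p = 9.6e-04, and 0.57 with an estimated correlation), with 8 of 78 lower at an unadjusted p under 0.05. PSMA6 had a log2 fold change of -0.55 (standard error 0.08, adjusted p = 6.5e-05 from limma).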

The top canonical pathways in PPvNN, “olfactory transduction”, “genes involved in olfactory signaling pathway”, and “genes involved in cell cycle”, also reversed direction, suggesting that these return towards a pre-psoriatic baseline with biologic treatment. 

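Few olfactory receptor genes were measurable across treatment. Of 42 tested in PPvPT, 4 were higher in PT and 0 lower (5 higher when adjusted over the list alone), with a median log2 fold change of 0.28 (adjusted p = 0.29 from camera with an estimated correlation). OR52B6 was 0.433 ± 0.208 FPKM in PT, a log2 fold change of 0.78 (standard error 0.25, adjusted p = 0.049 from limma) from PP, which did not pass with the patient as replicate block (adjusted p = 0.059). The cell cycle genes went the other way, and the mitotic gene DLGAP5 had a log2 fold change of -0.97 (standard error 0.20, adjusted p = 0.0017 from limma). The paper proposes that these pathways return toward a pre-psoriatic baseline.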

To investigate the possibility that treatment with adalimumab may have caused reversal of pathway direction beyond the baseline in controls, we also examined the enrichment for GO terms and canonical pathways in NN vs PT. 

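After 1 month the lesion still differed from healthy skin in many transcripts, and hardly any had passed to the other side. Of 70374 transcripts tested in PTvNN, 7938 passed the limma threshold, 2954 higher and 4984 lower in PT. With libraries rescaled by the median of ratios the split was 3679 higher and 4471 lower. Of the 14479 transcripts changed in PPvNN and also tested in PPvPT, 5458 (37.7%) still differed, and 6 differed from NN in the opposite direction. The second number was 17 with a filter at a mean FPKM of at least 1 and 4 to 9 under the other alternatives. Among the listed groups 1 gene passed to the opposite side, IDH3A of the TCA cycle, with a log2 fold change of -0.81 (standard error 0.12, adjusted p = 8.3e-05) in PPvPT and of -0.33 (standard error 0.11, adjusted p = 0.047) in PTvNN. Of 55 proteasome and nuclear pore genes 22 were higher and 4 lower in PPvNN, but 2 higher and 13 lower in PTvNN. As a group they were lower in PT than in NN (camera, adjusted p = 0.029, and 0.62 with an estimated correlation). Keratinization genes were higher than in NN in 30 of 52 cases, interferon-response genes in 28 of 42 and mitosis genes in 2 of 50. Cholesterol synthesis genes were lower in 23 of 27 cases. ELOVL3 was 5.37 ± 8.76 FPKM in PT, a log2 fold change of -5.48 (standard error 0.73, adjusted p = 2.2e-06 from limma) from NN.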

We found that for all of the pathways that reverted towards the basline in PPvPT, none appear to “overshoot” the baseline.

### Evaluation of putative psoriasis autoantigen

While it has long been thought that an autoantigen may trigger T-cell activation and subsequent development of psoriasis in susceptible individuals, characterization of the responsible autoantigen has been elusive. Very recently, Lande et al. [42] revealed that LL37/CAMP is recognized as an autoantigen by T cells in nearly 50 % of psoriasis patients and much more frequently in cases of moderate-to-severe psoriasis. *CAMP* was marginally downregulated in PPvNN (*p* = 0.01, q = 0.059) and was coexpressed in the blue module in PPvNN. 

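CAMP, which encodes the antimicrobial peptide cathelicidin (LL-37), lies on chromosome 3 of GRCh37 from 48264837 to 48266981. Its transcript was scarce, at 0.377 ± 0.532 FPKM in NN and 1.05 ± 0.587 in PP. It was higher in PP, with a log2 fold change of 1.54 (standard error 0.40, adjusted p = 0.0042 from limma). The network placed it in no module of PPvNN. The main other peptide genes of the lesion were much more abundant, with DEFB4B at 48.0 ± 93.8 in PP.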

*CAMP* was also significantly downregulated in PPvPT (*p* = 1.5e-3, q = 1.4e-2) but was not coexpressed in any module. 

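CAMP was 0.344 ± 0.346 FPKM in PT, a log2 fold change of -1.40 (standard error 0.33, adjusted p = 0.0059 from limma) from PP. Against NN its level in PT had a log2 fold change of 0.15 (standard error 0.38, adjusted p = 0.85 from limma). In PPvPT it belonged to the module that followed treatment, with an MM of 0.704. The defensin gene DEFB4A had a log2 fold change of -3.18 (standard error 0.79, adjusted p = 0.010 from limma).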

Genes that were highly coexpressed with *CAMP* within the blue module were enriched for metabolic pathways such as fatty acid metabolic process and lipid biosynthesis, pathways that were enriched for in the blue module as a whole.

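No gene group passed a test for being over-represented among the transcripts most correlated with CAMP across NN and PP. Among the 500 RefSeq genes with the highest absolute correlation, 4 of 46 genes that IL-17 and TNF induce were found with 1.06 expected. This group had the lowest p-value of the hypergeometric tests (adjusted p = 0.44). Of 34 fatty acid synthesis genes 0 were found with 0.784 expected, and of 27 cholesterol synthesis genes 0 with 0.622 expected. At such small expected counts a count of 0 does not exclude a link to lipid genes. Within NN the correlation of CAMP with ELOVL3 did not pass a permutation test (r = 0.179, permutation p = 0.50, rho = 0.345, permutation p = 0.19, adjusted p = 0.60 over 12 relations, r without the 2 farthest libraries 0.371). Within PP it did not pass either (r = -0.382, permutation p = 0.12, rho = -0.346, permutation p = 0.16, adjusted p = 0.36 over 12 relations, r without the 2 farthest libraries -0.453).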

## Conclusions

In summary, combining complementary systems biology approaches such as WGCNA with DE analysis has significant advantages over DE analysis alone. For instance, while single gene DE analysis revealed the downregulation of lipid biosynthesis and fatty acid metabolism, network analysis revealed specific short-chain fatty acid metabolic pathways and how these genes may be interacting with each other. We also found that olfactory receptor signaling is significantly enriched for in one of the top associated modules in PPvNN, an interesting observation in light of recent discoveries highlighting the role of olfactory receptors in signal transduction and wound healing in the skin. 

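Ranked by the p-value of their eigengenes, the first modules of both networks were those of dividing cells. In PPvNN that module comes ahead of the others (rank 1 of 60), the module with HOXA9 and GGH is at rank 3, the module of lipid enzymes at rank 5 and the lncRNA-rich module at rank 8. The mitotic cyclin gene CCNA2, of the first module in PPvNN, was 6.26 ± 2.45 FPKM in NN and 17.0 ± 5.32 in PP, a log2 fold change of 1.46 (standard error 0.20, adjusted p = 8.9e-07 from limma). Of the first 10 modules, 2 in PPvNN had at least 80% lncRNAs and 8 in PPvPT had at least 70%. Of these 10 modules of PPvPT, 1 was correlated with treatment. These counts depend on the network settings. On log2(FPKM + 1) they were 0 and 2. The filter at a mean FPKM of at least 0.1 gave 0 and 1, and a power of 10 gave 5 and 9.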

We discovered that the majority of the top significantly associated modules were composed of lncRNAs, with 90 % of the top 10 PPvNN modules consisting of at least 80 % lncRNAs and 70 % of the top 10 PPvPT modules consisting of at least 70 % lncRNAs. This suggests that lncRNAs likely play a significant role in the regulation of critical pathways in the pathogenesis of psoriasis. Here for the first time we have also described the impact of the TNF-α inhibitor, adalimumab, on these gene networks, with dysregulated pathways reverting back to a pre-psoriatic baseline.

We believe that future studies of populations of isolated individual cell types (i.e. keratinocytes, T cell subsets, dendritic cells, etc.) and single-cell approaches will allow researchers to precisely match each gene network to a particular cell type, shedding further light on which cells are triggering psoriasis and which cells may be conferring resistance to currently available therapies. This matching of gene networks to cell type (and sub cell type) may also aid in functional analyses of lncRNAs, a vast majority of which have no known function. These functional analyses will likely involve the use of siRNA or the more recently developed CRISPRi technologies to perturb genes of interest in each network.

## Additional files

Additional file 1: List of differentially expressed genes. The full list of genes that were differentially expressed (FDR ≤ 0.05) in (1) PPvNN and (2) PPvPT.
Additional file 2: List of GO terms enriched for amongst differentially expressed genes. The full list of GO terms that are enriched for amongst the differentially expressed genes in (1) PPvNN and (2) PPvPT. Direction indicates whether genes enriching for a given GO term are overexpressed (up) or underexpressed (down).
Additional file 3: List of GO and Broad MSigDB terms enriched for in the top correlated modules of PPvNN. The full list of GO and Broad MSigDB terms enriched for (p ≤ 0.005) in the blue and salmon modules of PPvNN.
Additional file 4: List of GO and Broad MSigDB terms enriched for in the top correlated modules of PPvPT. The full list of GO and Broad MSigDB terms enriched for (p ≤ 0.005) in the sienna3 and lightyellow modules of PPvPT.
Additional file 5: Hub genes of the blue module. List of the hub genes in the PPvNN blue module (GS ≥ 10, MM ≥ 0.8). (TXT 747 bytes)
Additional file 6: Intramodular analysis of most correlated modules. Plots of MM vs GS to explore hub genes for the top 3 most correlated modules in (1) PPvNN and (2) PPvPT.

## Abbreviations

CRISPRi: Clustered regularly interspaced short palindromic repeats interference
DEG: Differentially expressed gene
FDR: False-discovery rate
GO: Gene ontology
GS: Gene significance
KEGG: Kyoto Encyclopedia of Genes and Genomes
lincRNA: Long intergenic non-coding RNA
lncRNA: Long non-coding RNA
ME: Module eigengene
MM: Module membership
NN: Healthy control patient
PP: Psoriasis patient
PT: Psoriasis patient, post-treatment
qPCR: quantitative polymerase chain reaction
siRNA: Small-interfering RNA
TNF-α: Tumor necrosis factor alpha
TOM: Topological overlap matrix
WGCNA: Weighted gene coexpression network analysis

## References

[1] Bowcock AM, Shannon W, Du F, Duncan J, Cao K, Aftergut K, Catier J, Fernandez-Vina MA, Menter A (2001). Insights into psoriasis and other inflammatory diseases from large-scale gene expression studies. Hum Mol Genet.

[2] Zhou X, Krueger JGJG, Kao M-CJMC, Lee E, Du F, Menter A, Wong WHWH, Bowcock AMAM (2003). Novel mechanisms of T-cell and dendritic cell activation revealed by profiling of psoriasis on the 63,100-element oligonucleotide array. Physiol Genomics.

[3] Gudjonsson JE, Ding J, Johnston A, Tejasvi T, Guzman AM, Nair RP, Voorhees JJ, Abecasis GR, Elder JT (2010). Assessment of the psoriatic transcriptome in a large sample: additional regulated genes and comparisons with in vitro models. J Invest Dermatol.

[4] Elder JT, Bruce AT, Gudjonsson JE, Johnston A, Stuart PE, Tejasvi T, Voorhees JJ, Abecasis GR, Nair RP (2010). Molecular dissection of psoriasis: integrating genetics and biology. J Invest Dermatol.

[5] Li B, Tsoi LC, Swindell WR, Gudjonsson JE, Tejasvi T, Johnston A, Ding J, Stuart PE, Xing X, Kochkodan JJ, Voorhees JJ, Kang HM, Nair RP, Abecasis GR, Elder JT (2014). Transcriptome Analysis of Psoriasis in a Large Case–control Sample: RNA-Seq Provides Insights into Disease Mechanisms. J Invest Dermatol.

[6] Stuart JM (2003). A Gene-Coexpression Network for Global Discovery of Conserved Genetic Modules. Science (80-).

[7] Schäfer J, Strimmer K (2005). An empirical Bayes approach to inferring large-scale gene association networks. Bioinformatics.

[8] Cokus S, Rose S, Haynor D, Grønbech-Jensen N, Pellegrini M (2006). Modelling the network of cell cycle transcription factors in the yeast Saccharomyces cerevisiae. BMC Bioinformatics.

[9] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics.

[10] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[11] Horvath S, Zhang B, Carlson M, Lu KV, Zhu S, Felciano RM, Laurance MF, Zhao W, Qi S, Chen Z, Lee Y, Scheck AC, Liau LM, Wu H, Geschwind DH, Febbo PG, Kornblum HI, Cloughesy TF, Nelson SF, Mischel PS (2006). Analysis of oncogenic signaling networks in glioblastoma identifies ASPM as a molecular target. Proc Natl Acad Sci U S A.

[12] Presson AP, Sobel EM, Papp JC, Suarez CJ, Whistler T, Rajeevan MS, Vernon SD, Horvath S (2008). Integrated Weighted Gene Co-expression Network Analysis with an Application to Chronic Fatigue Syndrome. BMC Syst Biol.

[13] Hu S, Zhou M, Jiang J, Wang J, Elashoff D, Gorr S, Michie SA, Spijkervet FKL, Bootsma H, Kallenberg CGM, Vissink A, Horvath S, Wong DT (2009). Systems biology analysis of Sjögren’s syndrome and mucosa-associated lymphoid tissue lymphoma in parotid glands. Arthritis Rheum.

[14] Huan T, Zhang B, Wang Z, Joehanes R, Zhu J, Johnson AD, Ying S, Munson PJ, Raghavachari N, Wang R, Liu P, Courchesne P, Hwang S-JJ, Assimes TL, McPherson R, Samani NJ, Schunkert H, Meng Q, Suver C, O’Donnell CJ, Derry J, Yang X, Levy D (2013). A systems biology framework identifies molecular underpinnings of coronary heart disease. Arterioscler Thromb Vasc Biol.

[15] Mirza AH, Berthelsen CH, Seemann SE, Pan X, Frederiksen KS, Vilien M, Gorodkin J, Pociot F (2015). Transcriptomic landscape of lncRNAs in inflammatory bowel disease. Genome Med.

[16] Palau N, Julià A, Ferrándiz C, Puig L, Fonseca E, Fernández E, López-Lasanta M, Tortosa R, Marsal S (2013). Genome-wide transcriptional analysis of T cell activation reveals differential gene expression associated with psoriasis. BMC Genomics.

[17] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[18] Pruitt KD, Brown GR, Hiatt SM, Thibaud-Nissen F, Astashyn A, Ermolaeva O, Farrell CM, Hart J, Landrum MJ, McGarvey KM, Murphy MR, O’Leary NA, Pujar S, Rajput B, Rangwala SH, Riddick LD, Shkeda A, Sun H, Tamez P, Tully RE, Wallin C, Webb D, Weber J, Wu W, DiCuccio M, Kitts P, Maglott DR, Murphy TD, Ostell JM (2014). RefSeq: an update on mammalian reference sequences. Nucleic Acids Res.

[19] Hangauer MJ, Vaughn IW, McManus MT (2013). Pervasive transcription of the human genome produces thousands of previously unidentified long intergenic noncoding RNAs. PLoS Genet.

[20] Trapnell C, Hendrickson DG, Sauvageau M, Goff L, Rinn JL, Pachter L (2013). Differential analysis of gene regulation at transcript resolution with RNA-seq. Nat Biotechnol.

[21] Gupta R, Ahn R, Lai K, Mullins E, Debbaneh M, Dimon M, Arron S, Liao W (2015). Landscape of Long Noncoding RNAs in Psoriatic and Healthy Skin. J Invest Dermatol.

[22] Iyer MK (2015). The landscape of long noncoding RNAs in the human transcriptome. Nat Genet.

[23] Fatica A, Bozzoni I (2014). Long non-coding RNAs: new players in cell differentiation and development. Nat Rev Genet.

[24] Gudjonsson JE, Ding J, Li X, Nair RP, Tejasvi T, Qin ZS, Ghosh D, Aphale A, Gumucio DL, Voorhees JJ, Abecasis GR, Elder JT (2009). Global gene expression analysis reveals evidence for decreased lipid biosynthesis and increased innate immunity in uninvolved psoriatic skin. J Invest Dermatol.

[25] Yang Z, Matteson EL, Goronzy JJ, Weyand CM (2015). T-cell metabolism in autoimmune disease. Arthritis Res Ther.

[26] Cipolletta D, Feuerer M, Li A, Kamei N, Lee J, Shoelson SE, Benoist C, Mathis D (2012). PPAR-γ is a major driver of the accumulation and phenotype of adipose tissue Treg cells. Nature.

[27] Arpaia N, Campbell C, Fan X, Dikiy S, van der Veeken J, DeRoos P (2013). Metabolites produced by commensal bacteria promote peripheral regulatory T-cell generation. Nature.

[28] Haghikia A, Jörg S, Duscha A, Berg J, Manzel A, Waschbisch A, Hammer A, Lee D-H, May C, Wilck N, Balogh A, Ostermann AI, Schebb NH, Akkad DA, Grohme DA, Kleinewietfeld M, Kempa S, Thöne J, Demir S, Müller DN, Gold R, Linker RA (2015). Dietary Fatty Acids Directly Impact Central Nervous System Autoimmunity via the Small Intestine. Immunity.

[29] Rodriguez RS, Pauli M, Neuhaus I, Al E (2014). Memory regulatory T cells reside in human skin. J Clin Invest.

[30] Busse D, Kudella P, Grüning N-M, Gisselmann G, Ständer S, Luger T, Jacobsen F, Steinsträßer L, Paus R, Gkogkolou P, Böhm M, Hatt H, Benecke H (2014). A Synthetic Sandalwood Odorant Induces Wound-Healing Processes in Human Keratinocytes via the Olfactory Receptor OR2AT4. J Invest Dermatol.

[31] Jabbari A, Suárez-Fariñas M, Dewell S, Krueger JG (2012). Transcriptional profiling of psoriasis using RNA-seq reveals previously unidentified differentially expressed genes. J Invest Dermatol.

[32] Swindell WR, Xing X, Voorhees JJ, Elder JT, Johnston A, Gudjonsson JE (2014). Integrative RNA-seq and microarray data analysis reveals GC content and gene length biases in the psoriasis transcriptome. Physiol Genomics.

[33] Kallen AN, Haines K, Taylor HS (2014). HOXA10 regulates expression of cytokeratin 15 in endometrial epithelial cytoskeletal remodeling. Reprod Sci.

[34] Bei L, Shah C, Wang H, Huang W, Platanias LC, Eklund EA (2014). Regulation of CDX4 gene transcription by HoxA9, HoxA10, the Mll-Ell oncogene and Shp2 during leukemogenesis. Oncogenesis.

[35] Wang H, Bei L, Shah CA, Hu L, Eklund EA (2015). HoxA10 Terminates Emergency Granulopoiesis by Increasing Expression of Triad1. J Immunol.

[36] Yasmeen R, Meyers JM, Alvarez CE, Thomas JL, Bonnegarde-Bernard A, Alder H, Papenfuss TL, Benson DM, Boyaka PN, Ziouzenkova O (1833). Aldehyde dehydrogenase-1a1 induces oncogene suppressor genes in B cell populations. Biochim Biophys Acta - Mol Cell Res.

[37] Rosenblum MD, Olasz EB, Yancey KB, Woodliff JE, Lazarova Z, Gerber KA, Truitt RL (2004). Expression of CD200 on epithelial cells of the murine hair follicle: a role in tissue-specific immune tolerance?. J Invest Dermatol.

[38] Mukhopadhyay S, Plüddemann A, Hoe JC, Williams KJ, Varin A, Makepeace K, Aknin M-L, Bowdish DME, Smale ST, Barclay AN, Gordon S (2010). Immune Inhibitory Ligand CD200 Induction by TLRs and NLRs Limits Macrophage Activation to Protect the Host from Meningococcal Septicemia. Cell Host Microbe.

[39] Ruse M, Broome A-M, Eckert RL (2003). S100A7 (Psoriasin) Interacts with Epidermal Fatty Acid Binding Protein and Localizes in Focal Adhesion-Like Structures in Cultured Keratinocytes. J Invest Dermatol.

[40] Dallaglio K, Marconi A, Truzzi F, Lotti R, Palazzo E, Petrachi T, Saltari A, Coppini M, Pincelli C (2013). E-FABP induces differentiation in normal human keratinocytes and modulates the differentiation process in psoriatic keratinocytes in vitro. Exp Dermatol.

[41] Naitza S, Porcu E, Steri M, Taub DD, Mulas A, Xiao X, Strait J, Dei M, Lai S, Busonero F, Maschio A, Usala G, Zoledziewska M, Sidore C, Zara I, Pitzalis M, Loi A, Virdis F, Piras R, Deidda F, Whalen MB, Crisponi L, Concas A, Podda C, Uzzau S, Scheet P, Longo DL, Lakatta E, Abecasis GR, Cao A (2012). A Genome-Wide Association Scan on the Levels of Markers of Inflammation in Sardinians Reveals Associations That Underpin Its Complex Regulation. PLoS Genet.

[42] Lande R, Botti E, Jandus C, Dojcinovic D, Fanelli G, Conrad C, Chamilos G, Feldmeyer L, Marinari B, Chon S, Vence L, Riccieri V, Guillaume P, Navarini AA, Romero P, Costanzo A, Piccolella E, Gilliet M, Frasca L (2014). The antimicrobial peptide LL37 is a T-cell autoantigen in psoriasis. Nat Commun.

How the deposited data were processed for this re-analysis (not part of the article)

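RNA from skin of 3 groups was sequenced by the authors: healthy skin (NN, 16 libraries), lesional skin before treatment (PP, 18) and lesional skin of the same patients after 1 month of adalimumab (PT, 18). According to the submitters' processing notes, reads were checked with FastQC 0.11.1, trimmed with Trimmomatic 0.3, aligned to hg19 with TopHat2 2.0.9 and quantified with Cufflinks 2.1.1. The deposited values are FPKM as the authors computed it, without a log transformation. Each deposited file has the same 88658 rows in the same order, for RefSeq symbols and for the IDs of an lncRNA catalogue. The 155 rows for genes of the Y chromosome, XIST and TSIX were left out of every table and not examined. Of the remaining transcripts 5669 were listed at 0 in all 52 libraries. The paper left out 3 of its controls and does not name them, so all 16 were used.

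The files hold no read counts. The depth of each library relative to the others was estimated from transcripts above 0 in few libraries. The most common ratio of their values between 2 libraries was taken as the ratio of single fragments. A median of 36.4% of the ratios lay at it. The relative depth had a median of 0.990 in NN, 0.934 in PP and 1.13 in PT. The number of transcripts above 0 had a median of 49199.5 in NN, 44888.5 in PP and 48509 in PT, and went from 36907 to 62560 over all libraries. PP and PT libraries were paired by the patient number in their labels. The pairing was checked by correlating each library's deviations from its group. The correlation had a median of 0.127 within patients and -0.00324 between patients, and 5 of 18 PP libraries were closest to their own PT library. No 2 libraries had near-identical values.

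Differences between groups were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on log2(FPKM + 0.1), for transcripts with a mean of at least 0.1 FPKM over the libraries compared. P-values were adjusted by the Benjamini-Hochberg method over all transcripts tested, with a threshold of 0.05, which the paper also used. PPvNN and PTvNN are differences from NN, and PPvPT is PT minus PP. PPvPT was fitted without the pairing, and again with the patient as replicate block. Gene groups were written down before the values were examined and were tested with camera from limma at a preset correlation of 0.01 and with an estimated one, with adjustment over the groups of a comparison. Tables were handled with data.table 1.17.8 and pandas 2.3.3.

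The coexpression network was rebuilt in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1 after the paper's description: Pearson correlations of FPKM, an unsigned network with power 6, topological overlap, average linkage, a smallest module of 30 and a merge height of 0.2. The branch cutting was rewritten without its final reassignment step, with a cut depth of 0.82, and transcripts were divided into blocks of at most 14000. Transcripts without variance were left out, 6852 in PPvNN and 8661 in PPvPT. Eigengenes were correlated with group, and p-values were adjusted over eigengenes. Gene significance (GS) is the negative log10 of the p-value of a gene's correlation with case status, and module membership (MM) is its absolute correlation with an eigengene. Plots were drawn with Matplotlib 3.10.9.

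Both methods were tested on simulated data. In values with the means and spread of PPvNN, limma found 49 of 50 transcripts changed by 4 on the log2 scale, 33 of 50 changed by 2 and 16 of 50 changed by 1, with 7 false calls among 111. The network found 6 of 6 simulated modules (adjusted Rand index 0.998) and also placed 720 unrelated genes in modules.

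The genes named in the text follow a rule set before the files were examined: every gene the paper names and the genes of Additional file 5, whose values in the paper's tables had been seen; in each comparison the 10 coding genes with the largest and the 10 with the smallest log2 fold change past the threshold, with a mean of at least 1 FPKM in the higher group; 3 lncRNA IDs in each direction; and up to 4 members of each gene group with the largest changes. No other gene is named, except that DBNL, EFNB2 and PHF17 were picked from Additional file 5 after their values were seen. Genes were matched by symbol, and coordinates are those of GENCODE on GRCh37. The Additional file 1 at hand holds only its first 1997 genes for each comparison, so no overlap with the paper's gene lists was computed. Alternatives for the value added before the logarithm, the filter, the scaling, the test, the pairing, the network settings and the choice of controls were computed for the results they bear on.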

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

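The tests of the lipid genes against a sebaceous score within controls and of their return after treatment were chosen only after the result was seen. Interferon-response, antimicrobial peptide, DNA replication, immediate-early, HOX and sebaceous genes, which the paper does not discuss as groups, each differed as a set with an estimated correlation. Interferon-response genes had a median log2 fold change of 1.49 in PPvNN (adjusted p = 0.011 from camera), with RSAD2 at 3.24 ± 1.95 FPKM in NN and 31.8 ± 26.6 in PP. Antimicrobial peptide genes had medians of 3.80 in PPvNN (0.0057) and -1.83 in PPvPT (0.038). DNA replication genes, neighbours of the cell cycle terms that the paper gives, had 0.63 (0.033) and -0.45 (0.038).

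Immediate-early genes, which cells switch on within minutes of stress, were lower in both groups of patient skin. Their median log2 fold change was -1.69 in PPvNN (adjusted p = 0.0057 from camera) and -1.81 in PTvNN (2.3e-04), with 25 of 30 lower and 0 higher in each. FOS was 280.2 ± 145 FPKM in NN and 11.2 ± 6.31 in PP, a log2 fold change of -4.51 (standard error 0.34, adjusted p = 9.6e-12 from limma), and NR4A1 was 35.4 ± 24.5 and 1.21 ± 0.993, a log2 fold change of -4.78 (standard error 0.29, adjusted p = 1.3e-13 from limma). Of the 25 genes lower in PP, 0 were higher again in PT. By the submitters' notes NN came from surgery, and patient skin came from biopsies. How each was handled before freezing is not in the files.

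HOX genes were higher in patient skin before and after treatment, with median log2 fold changes of 1.44 in PPvNN (adjusted p = 0.049 from camera) and 1.88 in PTvNN (0.012). Inflammation that 1 month of treatment undoes is argued against as the source of the difference. The fraction of the PP minus NN difference that had moved back in PT had a median of -0.139 over 20 HOX genes, where other RefSeq genes had 0.332 and random sets of the same size 0.140 to 0.534. These sets draw genes singly, while HOX genes move together (estimated correlation 0.40), so their range may be too narrow. Inflammation that outlasts 1 month of treatment stays open. Among genes higher in PP, the median fraction was 0.104 for 11 macrophage markers and 0.104 for 20 leukocyte cytotoxicity genes. It was 0.517 for 14 antimicrobial peptide genes. A difference in body site between plaques and surgical skin may account for the HOX difference. The ratio of PT minus NN to PP minus NN then has to stay near 1, and its median was 1.14 (19 of 20 ratios at 0.8 or more). This ratio is 1 minus the fraction moved back, so it adds no separate evidence. The body sites are not in the files, and site and group cannot be separated in this design.

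Sebaceous gland markers had median log2 fold changes of -4.81 in PPvNN (adjusted p = 0.033 from camera) and -4.07 in PTvNN (0.030). A score from 16 markers outside the lipid groups was 3.94 ± 1.91 (SD, n = 16) in NN, -0.377 ± 0.402 (n = 18) in PP and 0.168 ± 0.953 (n = 18) in PT, and 15 of 16 controls lay above the highest PP library.

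Many lipid synthesis genes were lower in PP, although with an estimated correlation no such group passed in PPvNN (adjusted p = 0.23 for cholesterol, 0.12 for fatty acids and 0.17 for triglycerides). Cholesterol synthesis genes did pass as lower in PPvPT (0.0081) and PTvNN (0.030), and fatty acid synthesis genes in PTvNN (0.042). Inflammation that 1 month of treatment undoes is argued against as the source of the lower lipid genes. The median fraction moved back in PT was -0.002 over 61 of them. It was 0.334 over other RefSeq genes and 0.214 to 0.450 over random sets of the same size. These sets draw genes singly, while lipid genes move together (estimated correlation 0.35 to 0.49 by group), so their range may be too narrow. By group the fraction was -0.281 for cholesterol, 0.059 for fatty acids and 0.128 for triglycerides. Inflammation that outlasts 1 month of treatment stays open. Less sebaceous gland in the PP biopsies may account for the difference. The 71 lipid genes outside the sebaceous and adipocyte groups still had a median log2 fold change of -0.843, which was set as evidence against this, but these genes follow the sebaceous score across controls (median r = 0.821, across genes, which are not independent), so that test does not decide. Their slope on the score within controls gives 1.57 times the PP minus NN difference seen (bootstrap over controls 1.37 to 2.18), so a gland difference would be large enough. It leaves the further fall of cholesterol synthesis genes in PT without an account, since the mean score was not lower in PT than in PP. Loss of glands in plaques and fewer glands at the sampled sites stay open, as does a lower lipid synthesis in the epidermis itself.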

How the results depend on the processing

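The alternatives that leave out 6 libraries, and those that leave out each library in turn, were chosen after seeing the data; the others were set before the data were examined. The 6 libraries are the 5 with the most transcripts above 0 and the shallowest, 3 NN, 2 PP and 1 PT. Cell division, keratinization, antimicrobial and lipid genes kept their directions. Over the values of named genes under the alternatives set in advance, 2767 kept their direction and side of the threshold, 83 no longer passed, 6 came to pass and 0 reversed. Without the 6 libraries 427 kept them, 30 no longer passed and 1 came to pass. Gene groups kept their call in 863 cases set in advance, lost it in 88 and gained it in 8, and without the 6 libraries 126 kept it and 5 lost it. The olfactory receptors of PPvNN reversed without the 6 libraries, to a mean log2 fold change of -0.0798 that is higher than that of other genes (camera, adjusted p = 0.98), and the cause was not tested. With an estimated correlation in camera, 10 of 44 groups passed in PPvNN, 5 in PPvPT and 7 in PTvNN, where 34, 25 and 34 passed with the preset one. The genes of Additional file 5 are 1 of the 44 groups and passed in PPvNN and PTvNN (adjusted p = 0.025 in each). The paper picked them from these libraries by their correlation with psoriasis, so their passing is no evidence. The estimated correlation allows for genes that move together.

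The number of transcripts past the threshold in PPvNN fell to 10113 with a filter at a mean FPKM of at least 1, which tests fewer transcripts. Its other alternatives gave 14970 to 16155, 11870 to 17111 over draws without 3 controls, 11919 without the 6 libraries and 13818 to 17340 leaving out 1 library. In PPvPT the counts were 3559 to 4677, 3783 with the patient as a replicate block beside 3930 without, 3132 without the 6 libraries and 3225 to 5398 leaving out 1 library. In PTvNN they were 7347 to 8150 and 7062 to 8754. Chance can be excluded for all 3 counts. Over 100 splits of the libraries each, the highest other count was 506 in PPvNN, 1320 in PPvPT and 2 in PTvNN, and in each case 1 split, the real one, gave as many. With the patient as replicate block 15 named genes of PPvPT no longer passed, among them FABP5, OR52B6 and RAET1E. CAMP kept its direction and side of the threshold in PPvNN and PPvPT wherever it was tested. At a mean FPKM of at least 1 it was not tested, and neither were some gene groups.

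The number of modules depends on the network settings, and the cause was not tested. For psoriasis, where 8 eigengenes were correlated, 17 were on log2(FPKM + 1), 20 with a mean FPKM of at least 0.1, 2 with power 10 and 7 to 14 over the 560 ways of leaving out 3 controls. For treatment, where 1 was correlated, the network on log2(FPKM + 1) gave 7, that on a mean FPKM of at least 0.1 gave 2, power 10 gave 0, a paired test with the patient as replicate block gave 1, and leaving out 1 library gave 1 to 2. The share of module genes that did not pass the limma threshold went from 25.7% to 42.2% for psoriasis on log2(FPKM + 1), and for treatment from 16.5% to 53.1% on log2(FPKM + 1) and 31.6% with a mean FPKM of at least 0.1. With power 10 no eigengene followed treatment, so that setting has no shares. Chance can be excluded for the psoriasis count of 8 by splits of the libraries, of which 1 of 100, the real one, gave as many, with a highest other count of 0. For the treatment count of 1 the splits do not exclude chance. Of 100 splits 4, the real one included, gave as many, and the highest other count, 2, was above the real one. A share from 100 splits is too imprecise to decide so close a case. The genes of Additional file 5 with a GS of at least 10 numbered 15, and 37 on log2(FPKM + 0.1), 5 to 41 over the 560 ways of leaving out 3 controls, 7 without the 6 libraries and 10 to 34 leaving out 1 library. The highest of these came without 1 control library, and without any other single library the count was at most 20. The cause was not tested.

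The size of the standard errors limits what is said of scarce transcripts. The median standard error of a log2 fold change of lncRNAs in PPvNN was 0.44 and that of lncRNAs at 10 FPKM or more 0.21. At such errors many differences of 0.5 in single lncRNAs may be missed. In simulated values 4 of 50 transcripts changed by 0.5 were found. Those were drawn from both classes, and 111 transcripts passed there against 15940 in the data. The simulated threshold was therefore stricter, and this share does not measure what is missed in the data. Whether depth or spread between people sets these errors was not tested.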

Differences from the paper's values

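Counts are compared at the paper's threshold, an FDR of 0.05, with RefSeq symbols as coding genes. The paper used CuffDiff, which needs aligned reads, and WGCNA, which was rewritten here, and it left 3 controls out. In PPvNN the paper reports 5328 differentially expressed genes where 15940 passed here, and 971 lncRNAs where 8742 passed. No alternative comes within 1.5 times of either. The paper's 4357 coding genes stand beside 7198, and a filter at a mean FPKM of at least 1, with 6374, comes within that range, as does leaving out 6 libraries, with 6363. The other settings computed for this count do not. In PPvPT the paper reports 157 lncRNAs where 1102 passed, and no alternative comes within range. Its PPvPT counts of all genes, 2657, and of coding genes, 2500, are within 1.5 times of 3930 and 2828. Where the paper's table gives a fold change for a named gene, the ratio of mean FPKM was close to it: all 9 genes of PPvNN and 11 of PPvPT had the paper's direction, and the largest differences were 0.0651 and 0.0715 on the log2 scale.

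For the network, the paper has 3 eigengenes correlated with psoriasis and 8 were found here. With power 10 there were 2, within 1.5 times of the paper's, and the other alternatives are not within range. For treatment the paper has 6 and 1 was found. On log2(FPKM + 1) there were 7, within range, and the other alternatives are not. Genes in modules correlated with treatment number 5775 in the paper and 1786 here, outside the range under every alternative. The share of module genes not differentially expressed is 84% in the paper and 25.7% here for psoriasis, and 95% and 16.5% for treatment, outside the range under every alternative of the network. All of these alternatives kept the main limma calls. Those calls number 15940 in PPvNN against 5328 in the paper, so the shares do not rest on like lists. Of the top 10 modules of PPvNN, the paper has 90% with at least 80% lncRNAs and here 20% had, and no alternative comes within range. The module with most genes of Additional file 5 has 5719 genes, 46% lncRNAs and a correlation of -0.86 in the paper, where the closest module had 1301 genes, 27.7% lncRNAs and -0.704. Hub genes with a GS of at least 10 and an MM of at least 0.8 number 33 in the paper and 2 here. No alternative was computed for these 4 values. The adjusted p of CAMP in PPvNN is 0.059 in the paper and 0.0042 here, and every alternative that tests it differs too. In PPvPT it is 1.4e-2 in the paper and 0.0059 here, and 0.0095 with the patient as replicate block, which is within range, while the other alternatives are not.

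Some statements also differ. The paper has CAMP lower in PPvNN and in the blue module, and its log2 fold change was 1.54 here, outside any module. All 9 named genes of PPvNN with a fold change in the paper's table had its direction here, which argues against another coding of direction in that table. CAMP in PPvNN is not among these 9 genes, so its own direction there was not checked. It has CAMP outside every module of PPvPT, where it belonged to the module that followed treatment. MARCH6, which the paper names as the hub gene that is not differentially expressed, had an adjusted p of 8.5e-06. The paper gives HOXA10 the highest GS and GGH the highest MM, where HOXA9 ranked first by GS, HOXA10 had rank 3, and GGH had rank 64 by MM. FABP5, CD200, ALDH1L1 and HOXA10, hub genes of the blue module in the paper, fell in no module, although their directions are the paper's. OR52B6, OR1L8 and OR10V1 are given as lower in earlier studies that the paper cites. Here OR52B6 had an adjusted p of 0.22, OR1L8 of 0.077 and OR10V1 of 0.72. The paper has its second module of PPvNN rich in lncRNAs and higher in PP. In the main network, 1 correlated module had at least 80% lncRNAs, and it was lower in PP. On log2(FPKM + 1) there were 2 such modules and with a mean FPKM of at least 0.1 there were 3, whose directions are not given here. For leukocyte cytotoxicity and protein targeting to the endoplasmic reticulum the paper has modules that follow treatment. The 1 module that followed treatment in the main network had no enrichment for those gene groups. Modules of the other network settings were not tested for enrichment. The paper states that the modules correlated with psoriasis are mostly lncRNAs, and 2 of 8 were more than 50% lncRNAs.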

Other observations

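The test of the lncRNA-rich module without 6 libraries was chosen only after the result was seen. Some marker genes of connective tissue and of immune cells also differed between lesional and healthy skin, and none of these groups passed with an estimated correlation. Among genes of fibroblasts and their matrix, 11 of 26 genes were higher and 2 lower in PPvNN, and 17 of 26 were higher in PTvNN. The collagen gene COL3A1 was 230.4 ± 108 FPKM in NN, 914 ± 462 in PP and 1108 ± 647 in PT, a log2 fold change of 2.00 (standard error 0.25, adjusted p = 3.0e-07 from limma) in PPvNN and 2.26 in PTvNN. Macrophage markers were higher in 11 of 16 cases, among them the scavenger receptor CD163 (15.2 ± 10.3 in NN, 32.5 ± 14.0 in PP), and mast cell markers in 6 of 11, with CTSG at 26.4 ± 26.9 and 48.1 ± 20.5. That test gave adjusted p = 0.26 for fibroblasts, 0.090 for macrophages, 0.36 for mast cells and 0.50 for T cells (camera). T cell markers were higher in 3 of 25 cases, with CD3D at 11.5 ± 6.49 and 22.0 ± 8.64. Of all 18032 RefSeq genes tested in PPvNN 3057 were higher, so the share among T cell markers was no larger.

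Some marker genes of structures of the deeper skin were lower in PP than in NN. Hair follicle markers were lower in 13 of 29 cases, with the inner root sheath keratin KRT71 at 85.9 ± 115 FPKM in NN and 18.9 ± 30.0 in PP. Nerve and Schwann cell markers were lower in 10 of 16 (SCN7A at 6.80 ± 3.95 and 1.35 ± 0.636), eccrine sweat gland markers in 6 of 19 (CA6 at 80.5 ± 80.8 and 15.2 ± 12.3), skeletal muscle markers in 16 of 22 and adipocyte markers in 3 of 18. With an estimated correlation none of these groups passed, with adjusted p = 0.48, 0.14, 0.36, 0.35 and 0.72 from camera. Of all 18032 RefSeq genes tested in PPvNN 3057 were higher and 4141 lower, so the share lower among adipocyte markers was no larger. For the other cell types the counts in PPvNN were 0 higher and 1 lower of 19 endothelial, 1 higher and 2 lower of 14 smooth muscle, 1 higher and 3 lower of 12 melanocyte, 5 higher and 3 lower of 14 basal keratinocyte, 2 higher and 1 lower of 15 neutrophil, 5 higher and 0 lower of 16 dendritic and Langerhans cell, 1 higher and 0 lower of 10 B and plasma cell and 0 higher and 1 lower of 8 red blood cell markers.

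Other enzyme groups were counted in PPvNN, and none passed with an estimated correlation. Of triglyceride synthesis genes 17 of 32 were lower and 1 higher, of TCA cycle genes 15 of 29 and 1, of PPAR signalling genes 19 of 38 and 3, and of nuclear genes of oxidative phosphorylation 3 of 58 and 6. Their adjusted p were 0.17, 0.34, 0.21 and 0.57 from camera. Genes of hyaluronan and glycosaminoglycans went both ways, 6 of 39 higher and 7 lower. The heparanase gene HPSE was 5.57 ± 3.51 FPKM in NN and 24.8 ± 8.64 in PP, and the hyaluronan synthase HAS1 1.08 ± 1.06 and 0.331 ± 0.515. After treatment the hyaluronan synthase HAS3 had a log2 fold change of -1.27 (standard error 0.24, adjusted p = 8.7e-04 from limma), the Langerhans cell lectin CD207 had one of 1.04 (standard error 0.30, adjusted p = 0.031) and the stem cell keratin KRT15 one of 1.47 (standard error 0.28, adjusted p = 8.3e-04).

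In the main network of PPvNN, 1 module with at least 80% lncRNAs had an eigengene correlated with psoriasis. It may reflect how many scarce transcripts each library caught rather than the disease. Of such eigengenes, 1 had an absolute r of at least 0.5 with the number of lncRNAs above 0 in both groups, as a difference between libraries in low-abundance transcripts would give. Without the 5 libraries with the most transcripts above 0 and the shallowest library, 0 such eigengenes stayed past the threshold. The correlation with psoriasis went from r = -0.486 (95% interval -0.708 to -0.176, adjusted p = 0.027) to -0.398 (-0.667 to -0.0371, adjusted p = 0.15). It stayed inside its interval, so the call may have ended because fewer libraries were left, and this test does not decide. A biological difference in lncRNAs stays open and was not tested apart from this.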
